# Transcriptomic profile of microglia following inflammation-sensitized hypoxic-ischemic brain injury in neonatal rats suggests strong contribution to neutrophil chemotaxis and activation

**DOI:** 10.1186/s12974-025-03516-1

**Published:** 2025-07-19

**Authors:** Anna-Sophie Bremer, Nico Henschel, Hannah Burkard, Maria Eugenia Bernis, Thomas Ulas, Hemmen Sabir

**Keywords:** Neonatal Hypoxia-Ischemia, Brain inflammation, Microglia priming, Neutrophil recruitment, Transcriptomic analysis

## Abstract

**Background:**

Inflammation-sensitized hypoxic-ischemic brain injury significantly contributes to neonatal mortality as affected neonates do not benefit from standard cooling treatments. To get further insight into inflammatory responses involved, we experimentally investigated the immune response of microglia in an inflammation-sensitized neonatal hypoxia-ischemia (HI) model.

**Results:**

Transcriptomic analysis of microglia isolated from brains following inflammation-sensitized HI brain injury revealed a strong upregulation of leukocyte recruitment and pro-inflammatory markers. Specifically, markers associated with neutrophil-mediated immune responses and chemotaxis were upregulated in the inflammation-sensitized HI group compared to the non-inflammation-sensitized HI and control groups. Serpine 1 and Selp could be identified as specifically upregulated markers indicating an acute inflammatory condition before HI injury.

**Conclusion:**

Our study revealed preliminary data about a microglia population which is primed to recruit peripheral neutrophils to infiltrate the brain and mediate neutrophil immune response. We showed a contribution to neutrophil activation in case of inflammation following HI in the brain. Targeting microglia-mediated neutrophil recruitment can indicate a possible treatment approach in case of inflammation-sensitized HI brain injury.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-025-03516-1.

## Background

Neonatal hypoxic-ischemic (HI) encephalopathy remains one of the leading causes of morbidity and mortality in infants worldwide, particularly in countries where intensive care is not generally available. The standard treatment, therapeutic hypothermia, is beneficial in only approximately 30% of cases and is known to be ineffective in presence of perinatal infections. Currently, no treatment exists for infants simultaneously suffering from both perinatal infections and HI encephalopathy. Therefore, there is an urgent need to identify early regulatory biomarkers and treatment strategies for this specific condition. A deeper understanding of the inflammatory responses in the brain is essential to comprehend the unique challenges caused by perinatal infections and HI injury.

## Introduction

Neonatal hypoxia-ischemia (HI) is one of the leading causes of neonatal encephalopathy and can lead to neonatal mortality and livelong morbidities [1]. The only standard treatment available to treat newborns suffering from moderate HI is therapeutic hypothermia (TH) with a therapeutic time window of 6 h [2]. TH is beneficial in only approximately 30% of the cases and even less beneficial in low- and middle-income countries where perinatal infections are significantly higher [3]. Studies in newborn rats have shown that TH is ineffective in the presence of inflammation [4, 5]. To identify specific regulators or biomarkers to indicate which neonate might benefit from TH, better insight into the pathological mechanism underlying HI in the presence of infection is necessary. Therefore, a neonatal animal model of inflammation-sensitized hypoxic-ischemic brain injury, in which TH was not neuroprotective, was established in newborn rats [4, 6].

In the field of neuroinflammation, microglia are the most studied resident immune cells because they play a key role in the immune response of the brain. As microglia are highly heterogeneous and can be divided into different subpopulations based on their marker expression [7, 8], they can strongly support both pro- and anti-inflammatory pathways, contributing to versatile disease outcomes [9–11].

Previous studies have shown early activation of microglia and a significant increase in pro-inflammatory cytokines in the brains of inflammation-sensitized neonatal rats 24 h post HI [4, 6, 12]. This indicates early activation of resident immune cells such as microglia in the brain [12–14]. C-X-C Motif Chemokine Ligand (CXCL1) and NLR family pyrin domain-containing 3 (NLRP3) were upregulated in tissue and microglia from inflammation-sensitized brains, indicating that microglia are primed via the CXCL1/CXCR2 axis [15]. Moreover, microglia develop an early pro-inflammatory phenotype, which may explain the early cytokine storm after inflammation-sensitized HI [13]. This leads to the hypothesis that during infection the cytokine level is already high prior to the HI event that TH loses its protective capacity.

In the last years, the contribution of the infiltration of peripheral immune cells post-HI became of great interest for new studies [14, 16]. Under healthy conditions, neutrophils do not cross the blood-brain-barrier (BBB). In the case of neonatal HI, studies have shown an early infiltration of neutrophils in the brain parenchyma within the first 24 h post HI [17, 18]. Neutrophil activation in the brain can cause degranulation or the formation of neutrophil-extracellular-traps (NETs), with release of proteinases and reactive oxygen species (ROS) [14, 19]. This contributes to neuronal damage or BBB disruption [20]. The level of inflammation following HI may be influenced by the interaction between invading leukocytes and local immune cells such as microglia. Therefore, the investigation of immune cell signaling pathways may provide important information for the development of new therapeutic approaches.

To elucidate the pathological differences associated with inflammation-sensitized HI, the transcriptomic profiles of microglia from inflammation-sensitized rat brains following HI were investigated and compared with non-sensitized groups.

## Materials and methods

### Animals and experimental procedure

Parts of this study have been previously published by Serdar et al., 2020 [15]. All animal experiments were performed in accordance with the Animal Research: Reporting of in vivo Experiments (ARRIVE) guidelines with government approval by the State Agency for Nature, Environment and Consumer Protection North Rhine-Westphalia, Germany. Briefly, seven-days-old (P7) Wistar rat pups of both sexes were used in all experiments. All pups were kept at the central animal laboratory of the University Hospital Essen, Germany with a 12:12 h dark: light cycle at an environmental temperature of 21 °C with food and water *ad libitum*. Before the experiments, all animals were randomized across litters, sexes, and weights and all following experiments and analyses were performed by observers blinded to the different treatments [4, 6].

The temperature during handling and experimental procedures was monitored in sentinel pups, which were not further included in the different treatment groups. All the rat pups were kept on a servo-controlled mat (CritiCool, MTRE, Yavne, Israel) during separation from their dams. Their temperature was monitored by the sentinel pup via a rectal temperature probe (IT-21, Physitemp Instruments, Clifton, NJ, United States), continuously maintaining nesting temperature of P7 rats or treatment temperatures during experiments (see below). In the experimental setup, four groups were included:

(1) Sham group: underwent sham surgery (incision of the neck under isoflurane anesthesia (2% isoflurane) without further operation), (2) LPS group: received an intraperitoneal injection (i.p.) of lipopolysaccharide solution (LPS) (*Escherichia coli* lipopolysaccharide O55:B5, Sigma; 0.1 mg/kg) 4 h before operation and underwent a sham surgery, (3) NaCl/ HI group: received an injection of 0.9% NaCl, underwent a ligation of the left common carotid artery under isoflurane anesthesia and were afterwards exposed to hypoxia (8% O_2_) for 50 min at a rectal temperature (T_rectal_) of 36 °C, resulting in a mild HI injury as previously described [12] and (4) LPS/ HI group: received an i.p. injection of 0.1 mg/kg LPS 4 h before a left unilateral ligation of the common carotid artery was performed and were exposed to hypoxia as mentioned above (Fig. 1).

Immediately after the HI insult, the pups were kept at T_rectal_ of 37 °C for 5 h (normothermia treatment), as in our previous studies [4, 6]. After the treatment period, pups were immediately returned to their dam. At 24 h post-HI or sham period, all animals were sedated with chloralhydrate, and were decapitated. The brain tissue was removed and were used for different further analyses including western blot, qPCR and microglia isolation. A detailed description of total animal numbers used can be found in the original manuscript. In this manuscript we focused on isolated microglia cells.

### Magnetic activated cell sorting (MACS) of CD11 b/c positive microglia

A subset of animals was used for microglia isolation and further transcriptomic studies. Microglia were isolated 24 h after the operation by magnetic cell sorting based on CD11b/c positive marker. In groups (1) and (2), entire brains (including ipsi-/contralateral hemispheres) were used for analysis (*n* = 6 and 5 per group), whereas in groups (3) and (4), ipsilateral hemispheres were pooled to obtain a workable concentration of microglia (*n* = 12 animals with 2 hemispheres pooled per sample). For the mechanical and enzymatic dissection of the brains, the neural tissue dissociation kit by Miltenyi Biotech was used, followed by myelin removal according the manufacturer’s instructions (Miltenyi Biotech, Bergisch Gladbach, Germany). Afterwards the cell suspension was incubated with anti-CD11b/c coupled microbeads followed by magnetic separation of CD11b/c positive microglia.

### RNA sequencing and gene set analysis

RNA of the isolated microglia from the different treatment groups (see above) was isolated using Trizol (Thermo Scientific, Germany) and 500 ng of total RNA was processed using the TruSeq RNA Sample Preparation v2 Kit (low-throughput protocol; Illumina, San Diego, USA) to prepare the barcoded libraries. Libraries were validated and quantified using DNA 1000 and high-sensitivity chips on a Bioanalyzer (Agilent, Boeblingen, Germany); 7.5 pM denatured libraries were used as input into cBot (Illumina), followed by deep sequencing using HiSeq 2500 (Illumina) for 101 cycles, with an additional seven cycles for index reading. Fastq files were imported into Partek Flow (Partek Incorporated, Missouri, USA). Quality analysis and quality control were performed on all reads to assess read quality and to determine the amount of trimming required (both ends: 13 bases 5’ and 1 base 3’).

### Alignment of sequencing data

Quality control was performed using fastQC (v0.11.9)(https://github.com/s-andrews/FastQC?tab=readme-ov-file) and multiQC (v1.14) [21]. Sequenced reads were aligned against the rat reference genome mRatBN7.2 using kallisto (v0.48.0) [22] with an estimated average fragment length of 200 and an estimated fragment length standard deviation of 30. The alignment pipeline was executed using SnakeMake v7.20.0 [23].

### Data pre-processing

The following analysis steps were performed in R (v4.3.2) and RStudio (v2023.9.1.494). The count matrix was created by DESeq2 (v1.42.1) [24] using the tximport package (v1.30.0) [25]. Genes with less than 10 counts across all samples were excluded. Genes were annotated based on the mRatBN7.2 genome and gene symbols as well as biotypes were obtained from Ensembl [26] using biomaRt (v2.58.2) [27]. Non-coding genes with duplicated gene symbols were excluded and counts of protein-coding genes with duplicated gene symbols were summed and aggregated under one symbol. This resulted in 20,301 present genes for the analysis. Variance-stabilizing transformation and batch correction were performed with rlog (DESeq2) and limma/sva(v3.58.1/v3.50.0) [28]. Based on normalized counts, significant surrogate variables (SVs) were calculated using Permutation hypothesis testing according to the Buja and Exuboglu method with a *p*-value cutoff of 0.1. The three most significant SVs were considered for batch correction [29].

### Dimensionality reduction

A Principal Component Analysis (PCA) was conducted on batch-corrected and variance-stabilized gene expression counts using the stats package (v4.3.2). The first two principal components were visualized in a scatter plot generated with ggplot2 (v3.4.4).

### Differential gene expression analysis

Differential gene expression analysis based on DESeq2 was performed by adjusting *p*-values according to independent hypothesis weighting from IHW (v1.30.0) [30] at default settings and applying empirical Bayes shrinkage estimators from apeglm (v1.24.0) [31]. Genes with a fold change > 2 and an adjusted *p*-value < 0.05 were defined as differentially expressed genes (DEGs).

### Gene co-expression network analysis

Gene co-expression network analysis was performed using hcocena (v1.1.1) [32]. The 12,730 most variable genes of the normalized, were used as input, suggested by the *suggest_topvar* function followed by gene-gene correlations calculation using Pearson’s correlation. Gene pairs with a Pearson’s correlation coefficient lower than 0.832 were excluded from the network resulting in a network with 7,640 genes, 246,878 edges and an R²-value of 0.853. Leiden clustering with a resolution of 1.7 identified 18 modules with a minimum size of 15 containing a total of 7,252 genes. Hub genes of each cluster were determined using the package’s *find_hubs* function with default settings. The top 10 genes of each cluster were used for visualization.

### Functional gene enrichment analysis

To analyze selected sets of genes concerning their biological function, two different approaches were used: Gene Set Enrichment Analysis (GSEA [33], and Gene Set Variation Analysis (GSVA [34]). In both analyses, three publicly available databases were used for pathway analysis: Gene Ontology: Biological Process [35], Hallmark [36] and Reactome [37]. The gene sets related to the functional pathways were obtained from the Molecular Signature Database (MSigDB) from the files “m5.go.bp.v2023.1.Mm.symbols.gmt”, “mh.all.v2023.1.Mm.symbols.gmt” and “m2.cp.reactome.v2023.1.Mm.symbols.gmt”. For functional analysis of differentially expressed genes and genes within the clusters of the co-expression network, GSEA was performed using clusterProfiler (v4.10.0) [38]. All unique genes in the dataset were used as background genes for the enrichment. Multiple testing correction was performed using the Bonferroni method [39] with an adjusted *p*-value cutoff of 0.05. For testing the enrichment of otherwise specified gene sets, GSVA was performed. Gene-set-specific enrichment scores were calculated based on the normalized, batch-corrected counts using the GSVA package (v1.50.5) [34].

### Visualizations and statistics

Results were visualized using ggplot2 (v3.4.4) and related packages. Statistics were computed using the stats (v4.3.2) and the rstatix (v0.7.2) package. GSVA scores were calculated as outlined earlier and visualized as radar plots using ggradar (v0.2) (https://github.com/ricardo-bion/ggradar). Co-expression networks were visualized using Cytoscape (v3.10.3) [40]. Well-established marker genes from the literature were mapped onto the network using. Literature-known marker genes were visualized within the network using hcocena (v1.1.1). Normalized expression values of these markers were visualized as boxplots and compared using a Wilcoxon rank-sum test [41] with an Benjamini-Hochberg [42] adjusted *p*-value of 0.05 as cutoff. Heatmaps were constructed using pheatmap (v1.0.13) and ComplexHeatmap (v2.18.0) with euclidean distances as metric for clustering of rows and columns.

### Data availability

The RNA sequencing data generated and analyzed in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE294909.

## Results

### Transcriptomic analysis of microglia revealed clustering of differential expressed genes in different groups based on their conditions

To gain further insight into the processes of the immune system in the context of inflammation following HI, P7 Wistar rats were injected with LPS before left common-carotid artery ligation was conducted (Fig. 1). 

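RNA was sequenced from microglia that had been isolated with CD11b/c magnetic beads 24 h after HI or the sham procedure. The deposited table holds 6 Sham, 5 LPS, 6 NaCl/HI and 6 LPS/HI samples. Each Sham or LPS sample came from the entire brain of 1 pup, and each NaCl/HI or LPS/HI sample from the ipsilateral hemispheres of 2 pups. HI is therefore confounded with the tissue taken and with pooling, so every comparison of an HI group with Sham or LPS also compares these. LPS was given at 0.1 mg/kg 4 h before the operation, and hypoxia lasted 50 min at 8% oxygen. No injection is listed for the Sham pups, so LPS against Sham also compares injected with uninjected pups. The authors quantified the reads with kallisto on the mRatBN7.2 transcripts and transformed the gene counts with the rlog of DESeq2, which draws genes with low counts toward their mean. They then removed 3 surrogate variables with sva and limma, and deposited the log2 values of 20301 genes. Counts were not used here, so the depth of each sample is unknown and no counting error can be given. The median log2 value of a library lay between 7.75 and 7.82.
After the 4 group means were subtracted, the 23 samples spanned 16 dimensions in place of 19, as they do when 3 variables have been removed with the groups kept. Because this removal kept the group means and lowered the spread within groups, p values can come out too low, those of exact tests included. Groups were compared with limma in 1 fit of all samples with 16 residual degrees of freedom. A differentially expressed gene had a fold change above 2 and an adjusted p under 0.05, the paper's thresholds, here applied to rlog differences. Markers were compared with the exact two-sided Wilcoxon rank-sum test, adjusted by Benjamini-Hochberg over the 6 pairs of groups, because the methods name this test but not the span of the adjustment. For gene lists, the mean log2 value per sample was compared with an exact two-sided permutation test, adjusted over 150 combinations of list and pair of groups. The lists were written by hand, because the gene set files used in the paper were not available, and are not the paper's gene sets. Library names run in 2 series, with 3 samples of each group in the first and 3 in the second, apart from LPS with 2 in the second. Genes are identified by symbol alone. The available gene table is of another genome build, in which 18625 of the symbols occur, so positions are left out. In 209 genes, the values equalled another gene's in every library, for a reason not tested here.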

After 24 h, microglia were isolated from the brains and transcriptome analysis of sham, LPS, LPS/HI and NaCl/HI group was performed (Fig. 1A). Data quality was visualized with principal component analysis (PCA) showing clustering of groups depending on their gene expression. 

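Over all genes, the first principal component held 22.7% of the variance and the second 14.5%. Among the alternatives with all libraries kept, the 500 most variable genes moved the first share most, to 23.9%, and scaling each gene to unit variance the second, to 11.6%. The 4 groups accounted for 34.2% of the squared Euclidean distances between samples (PERMANOVA pseudo-F 3.29, permutation test, p = 1e-05, the smallest that 100000 permutations can give). With any 1 sample left out, the pseudo-F stayed between 2.98 and 3.55.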

The PCA revealed clear clustering of the different groups and partial overlap observed between LPS/HI group, NaCl/HI and LPS group (Fig. 1B). 

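On the first component, the Sham samples lay between 6.63 and 16.6, and all LPS and LPS/HI samples lay below them, at most at -0.911 and 0.598. NaCl/HI samples spread from -5.09 to 15.5 on this axis and overlapped with the Sham, LPS and LPS/HI ranges. On the second component, LPS samples lay between 4.48 and 17.0 and LPS/HI samples between -8.80 and 1.07, so these groups did not overlap there. NaCl/HI samples, from -12.9 to 4.96, covered the whole LPS/HI range. The mean silhouette, which compares a sample's distance to its own group with that to the other, was 0.258 for LPS against Sham and 0.214 for LPS/HI against Sham. It was 0.161 for LPS against NaCl/HI and 0.139 for LPS/HI against LPS (adjusted p = 0.00325 for each of these 4 pairs, exact two-sided permutation test of all splits). The lowest values were 0.0995 for NaCl/HI against Sham (exact permutation test, adjusted p = 0.013) and 0.0759 for LPS/HI against NaCl/HI (exact permutation test, adjusted p = 0.0173).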

In order to investigate this in detail, the 25% most variable genes were visualized in a heat map and samples were sorted by unbiased hierarchical clustering based on their transcriptomic profiles, which resulted in more than three clusters suggesting higher transcriptional heterogeneity. 

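The 25% most variable genes were 5075 genes, which were standardized and clustered by Euclidean distance with complete linkage. Divided into 4 clusters, 1 held all 6 Sham samples and 2 NaCl/HI samples, and another the 5 LPS samples alone. Of the LPS/HI samples, 2 formed a cluster of their own and 4 shared one with 4 NaCl/HI samples. At 5 clusters, 1 NaCl/HI sample left the Sham cluster and stood alone. The adjusted Rand index between the 4 clusters and the 4 groups, which is 1 for identical partitions, was 0.526 (permutation test, p = 0.0001, the smallest that 10000 permutations can give). The linkage moved it most, to 0.670 with Ward linkage.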

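Measured by the Euclidean distance to the group means over all genes, every Sham sample lay nearest to the Sham mean (6 of 6) and every LPS sample nearest to the LPS mean (5 of 5). This held for 4 of 6 NaCl/HI samples, while NaCl/HI replicate 4 lay nearest to Sham and NaCl/HI replicate 3 nearest to LPS/HI. For LPS/HI it held for 5 of 6 samples, with LPS/HI replicate 1 nearest to NaCl/HI. Each sample was left out when the mean of its own group was formed. The removal of variables with the groups kept lowered the spread within groups, which still favours the own group.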

The sham and LPS group are separated in their clustering while the NaCl/HI and LPS/HI group are more spread between the clusters (Fig. 1C).

**Fig. 1:**
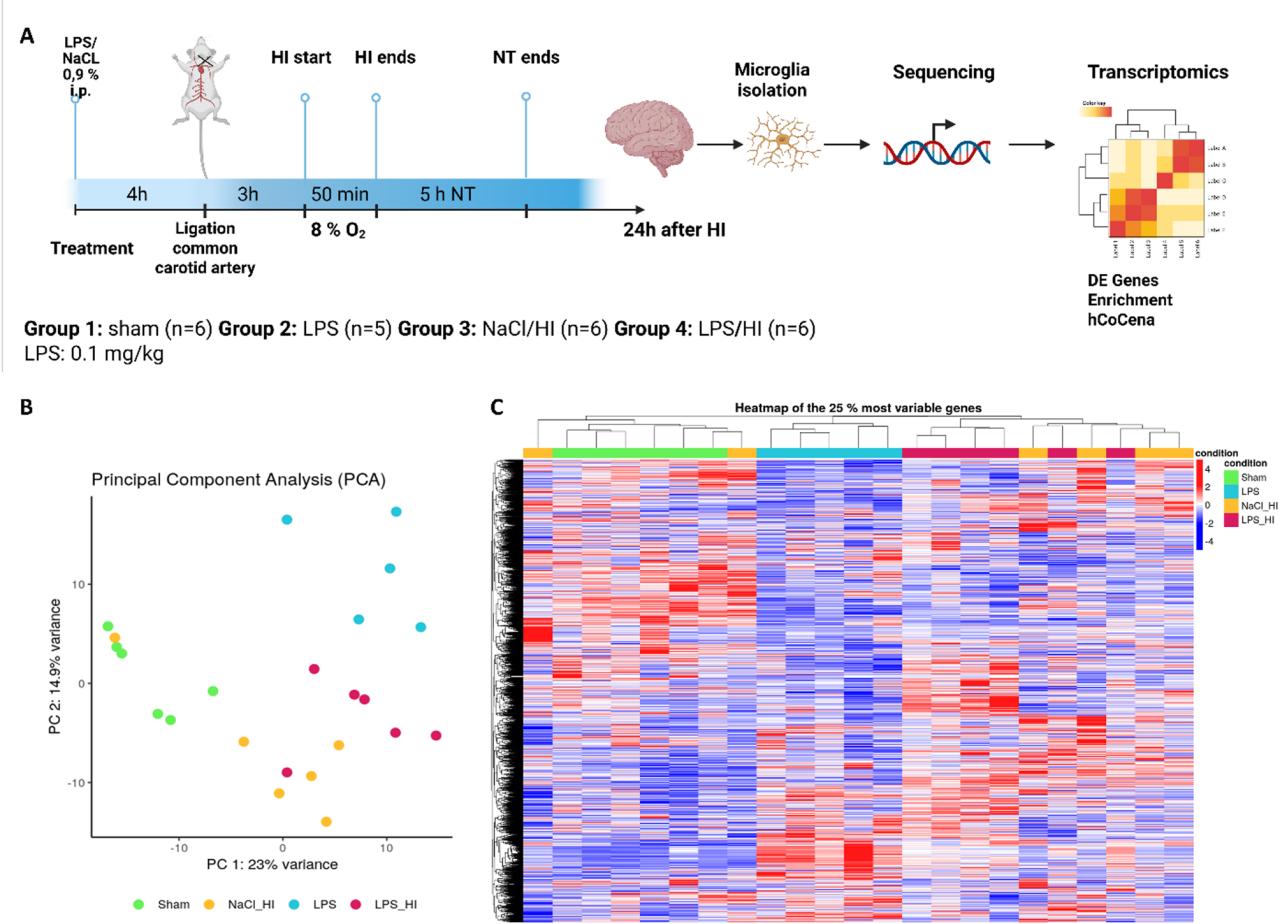
Transcriptomic analysis of microglia isolated from brains after different HI conditions. **A** Experimental design of the inflammation-sensitized neonatal HI model in 7-days-old Wistar rats, following isolation of microglia. Four hours before unilateral common carotid artery ligation group 2,3 and 4 received i.p. injection of LPS or NaCl. Group 3 and 4 underwent surgery followed by 50 min hypoxia (8% O_2_, 36 °C T_rectal_). After 5 h of normothermia (T_rectal_ 37 °C), the pups returned to their dams. 24 h after HI, microglia were isolated using CD11b-based magnetic cell sorting and RNA sequencing was conducted **B** PCA plot visualizes the relationship of all samples based on gene expression in isolated microglia, showing overlap of LPS/HI group with LPS and NaCl/HI group. **C** Heatmap of the 25% most variable genes in all four conditions. Sham and LPS group cluster together whereas the different samples of the NaCl/HI and LPS/HI groups are more spread in their gene expression

### Transcriptomic data revealed upregulation of genes involved in neutrophil chemotaxis

Based on the transcriptomic data, differential expressed genes (DEGs) in the four different treatment groups were compared (Fig. 2A, B), and the results visualized by volcano plots. 

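With limma, 13 genes were higher and 1 was lower in LPS than in Sham, and 13 were higher and 6 lower in LPS/HI than in Sham. In NaCl/HI, 1 gene was higher than in Sham and 0 were lower, whereas at an unadjusted p under 0.05 without the fold threshold 3005 genes differed. LPS/HI had 7 genes higher and 0 lower than LPS, with 3137 at an unadjusted p under 0.05. Against NaCl/HI it had 3 higher and 0 lower, with 2161 at an unadjusted p under 0.05. LPS had 3 genes higher and 9 lower than NaCl/HI. Among the alternatives with all libraries kept, the fold threshold moved these counts most, apart from NaCl/HI against Sham, where array weights did, with 12 genes. Without the threshold, the adjusted p alone called 3606 genes for LPS against Sham, 2 for NaCl/HI against Sham, 1781 for LPS/HI against Sham, 394 for LPS/HI against LPS, 41 for LPS/HI against NaCl/HI and 1824 for LPS against NaCl/HI. The exact Wilcoxon rank-sum test over all genes called 3887 genes by adjusted p for LPS against Sham and 1998 for LPS/HI against Sham. It called 0 for the remaining 4 pairs, with unadjusted counts of 2579 for NaCl/HI against Sham, 2935 for LPS/HI against LPS, 2067 for LPS/HI against NaCl/HI and 3707 for LPS against NaCl/HI. Genes without overlap have the smallest p this exact test can give, 0.00216, or 0.00433 in pairs with LPS. In these 4 pairs they were too few for that p to pass the adjustment, with adjusted p values from 0.0593 to 0.213. The 0 calls therefore do not argue against differences.
The values of the 2 groups did not overlap in 13.9% of genes for LPS against Sham and in 4.17% for LPS/HI against LPS, where chance gives 0.433%. For LPS/HI the share was 6.37% against Sham and 1.33% against NaCl/HI, and for NaCl/HI against Sham 1.01%, where chance gives 0.216%. Leaving out 1 library moved several totals by more than 1.5 times. LPS against Sham, 14 genes in total, gave 22 without Sham replicate 3 and 6 without LPS replicate 4. LPS/HI against Sham, 19 in total, gave 12 without Sham replicate 5 and 11 without Sham replicate 6 or LPS/HI replicate 4. For LPS/HI against LPS the total was 1 without LPS/HI replicate 4, 2 without LPS replicate 2, 4 or 5 or LPS/HI replicate 1 or 2, 4 without LPS/HI replicate 5 and 11 without LPS/HI replicate 6. LPS against NaCl/HI, 12 in total, gave 6 without LPS replicate 5 or NaCl/HI replicate 3 and 7 without NaCl/HI replicate 2. The single gene of NaCl/HI against Sham was joined or lost in 20 of 23 cases, with between 0 genes and the 14 found without NaCl/HI replicate 4, the exceptions being LPS replicate 3 and LPS/HI replicates 4 and 5. For LPS/HI against NaCl/HI, 0 or 1 gene was left in 18 of 23 cases, the exceptions being Sham replicate 5, LPS replicates 4 and 5 and LPS/HI replicates 1 and 6.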

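The 7 genes higher in LPS/HI than in LPS included Acod1, Olfm4 and Selp. Acod1 had the largest log2 difference, 1.41 (standard error 0.35, limma adjusted p = 0.0431), with no overlap between the samples of these groups. Its mean in LPS/HI was 5.32 ± 0.65 (SD, n = 6), only 0.12 above that in NaCl/HI (limma adjusted p = 0.932). The 3 genes higher in LPS/HI than in NaCl/HI were Olfm4, Selp and Lcn2. Past the thresholds against Sham, LPS and NaCl/HI at once were 2 genes, Olfm4 and Selp. This count fell to 0 or 1 in 21 of 23 cases with 1 library left out, all but Sham replicate 5 and LPS/HI replicate 6.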

As we were mainly interested in the differences in gene expression comparing LPS/HI to NaCl/HI or to LPS, we focused on these groups to find specific marker genes for inflammation-sensitized HI. 

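Olfm4 was higher in LPS/HI than in NaCl/HI by 1.63 on the log2 scale (standard error 0.29, limma adjusted p = 0.0241) and higher than in LPS by 1.24 (adjusted p = 0.0385). Selp was higher by 1.33 against NaCl/HI (standard error 0.27, limma adjusted p = 0.046) and by 1.20 against LPS (adjusted p = 0.0354). Lcn2 was higher by 1.06 against NaCl/HI (standard error 0.22, limma adjusted p = 0.046), but by only 0.39 against LPS (adjusted p = 0.444). The difference of Mmp8, 1.25 against NaCl/HI (standard error 0.32, limma adjusted p = 0.104) and 1.21 against LPS (adjusted p = 0.0639), did not pass the adjustment. For all 4 genes, all 6 LPS/HI samples lay above the NaCl/HI mean, and for all but Lcn2, with 4 of 6, above the LPS mean.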

The most upregulated genes in the volcano plot were e.g. Olfactomedin (Olfm4), Selectin P (Selp), Lipocalin 2 (Lcn2), Serpin family E member 1 (Serpine 1) and matrix-metallopeptidase 8 (MMP8), which contribute mostly to leukocyte chemotaxis and activation (Fig. 2C). This finding was also verified by the Gene Set Enrichment Analysis based on the Gene Ontology database, where granulocyte and neutrophil migration and chemotaxis had the highest counts in LPS/HI group compared to sham. 

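A list of 27 neutrophil chemoattractant genes had a mean log2 value of 8.94 ± 0.09 (SD, n = 6) in LPS/HI and 8.76 ± 0.08 (SD, n = 6) in Sham. The difference of 0.18 (exact two-sided permutation test, adjusted p = 0.0342) was shared by 6 of 6 LPS/HI samples and 17 of 27 genes. How a list was summarized moved this result most, since the median of the list rose by 0.08 (exact permutation test, adjusted p = 0.51). Leaving out 1 library raised the adjusted p above 0.05 in 9 of 23 cases, to between 0.0507 and 0.0595, namely for Sham replicates 1, 2, 4, 5 and 6 and LPS/HI replicates 1 to 4. The mean of 39 neutrophil genes, 13 of which the paper picked from the same samples, was higher by 0.39 in LPS/HI than in Sham. It was above the Sham mean in 6 of 6 samples, with 33 of 39 genes higher, and had an adjusted p of 0.0614 by the exact permutation test. Without LPS/HI replicate 5 this adjusted p was 0.0433. Camera, a set test with a preset correlation between genes, gave adjusted p values of 1.83e-06 for the neutrophil list and 0.134 for the chemoattractants, and fry, which allows for the correlation found, 0.0238 and 0.149. Of the 64 combinations of list and pair that passed with camera, 36 also passed with fry and 0 with camera's own estimate of the correlation.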

Hallmark enrichment additionally revealed an upregulation of the inflammatory response in LPS/HI compared to LPS group (Fig. 3A). 

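A list of 40 inflammatory cytokine and signalling genes was higher by 0.10 on the log2 scale in LPS/HI than in LPS. The mean was 10.53 ± 0.08 (SD, n = 6) against 10.42 ± 0.04 (SD, n = 5), and 6 of 6 LPS/HI samples lay above the LPS mean. The difference had an adjusted p of 0.0614 (exact two-sided permutation test), and 24 of 40 genes were higher. The list was written from general knowledge of inflammatory signalling and is not the Hallmark set.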

GSEA showed a clear upregulation of pathways contributing to neutrophil-mediated immunity, degranulation and migration in the LPS/HI group, supported by similar trends in GSVA with related terms (Fig. 3B, C). 

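A list of 17 neutrophil granule genes was higher in LPS/HI than in LPS by 0.41 (exact two-sided permutation test, adjusted p = 0.0666), with 6 of 6 samples above the LPS mean and 16 of 17 genes higher. Without LPS replicate 1 the adjusted p was 0.0476. The difference was 0.22 against Sham (exact permutation test, adjusted p = 0.128) and 0.20 against NaCl/HI (exact permutation test, adjusted p = 0.257), each with 5 of 6 samples above the other mean. None of these genes was named by the paper, and their mean of 4.75 ± 0.21 (SD, n = 6) in LPS/HI is far below the median gene of the table. Against LPS, the neutrophil list rose by 0.48 (exact permutation test, adjusted p = 0.059) with 36 of 39 genes higher, and against NaCl/HI by 0.37 (exact permutation test, adjusted p = 0.0866) with 32 of 39 higher. In both comparisons 6 of 6 LPS/HI samples lay above the other group's mean. The first of these adjusted p values was 0.0476 without LPS replicate 1 and 0.0496 without LPS/HI replicate 5. GSVA scores of the neutrophil list were 0.440 ± 0.301 (SD, n = 6) in LPS/HI, -0.113 ± 0.313 (SD, n = 6) in NaCl/HI, -0.264 ± 0.325 (SD, n = 5) in LPS and -0.120 ± 0.256 (SD, n = 6) in Sham. For the chemoattractant list, LPS/HI was higher than NaCl/HI by 0.17 (exact permutation test, adjusted p = 0.0232) and than LPS by 0.18 (exact permutation test, adjusted p = 0.056), in 6 of 6 samples each. The adjusted p of the former was above 0.05, at most 0.0541, without NaCl/HI replicate 1, 2, 3, 5 or 6.

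**Figure D1:**
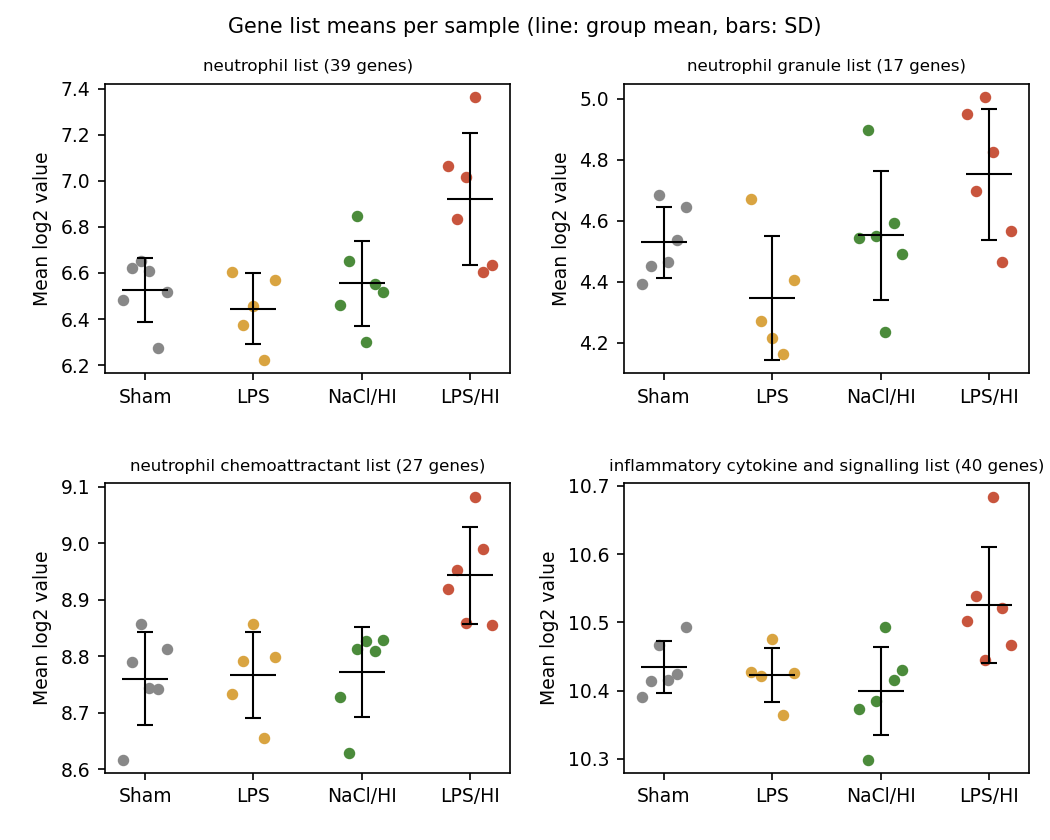
Mean log2 value per sample of 4 gene lists in Sham, LPS, NaCl/HI and LPS/HI. Each point is 1 sample, long lines are group means and bars are SD; the vertical axes differ between panels and do not start at 0. In each list the LPS/HI mean is the highest, and for the chemoattractant list it is 8.94.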

Based on these finding we checked our dataset for the regulation of genes mainly involved in inflammation response and leukocyte chemotaxis. We found several upregulated genes, which are contributing to neutrophil recruitment and activation (Fig. 4). 

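Of the 13 markers that the paper names as upregulated, 10 passed the exact Wilcoxon rank-sum test in LPS/HI against Sham, 5 against LPS and 7 against NaCl/HI. All 13 had a higher mean in LPS/HI than in each of the other groups. Adjusted over the list alone, with 16 markers and 6 pairs, 10, 5 and 6 passed, while limma's adjusted p over all genes passed 10, 4 and 4. Since the paper chose the list on the same samples, none of these counts is independent evidence, and neither is the mean of the 13 markers given below. The test used moved the count against LPS most among settings without further terms, to 8 with an exact permutation test of means. Without LPS replicate 2 or 4 that count was 3, and it was 9 without LPS/HI replicate 5 and 10 without LPS/HI replicate 6. With the library series as a block in limma, 1 marker passed against NaCl/HI. The mean of the 13 markers was higher in LPS/HI by 0.91 than in Sham (exact two-sided permutation test, adjusted p = 0.0232), by 0.89 than in LPS (exact permutation test, adjusted p = 0.0464) and by 0.84 than in NaCl/HI (exact permutation test, adjusted p = 0.0464), in 6 of 6 samples each.

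**Figure D2:**
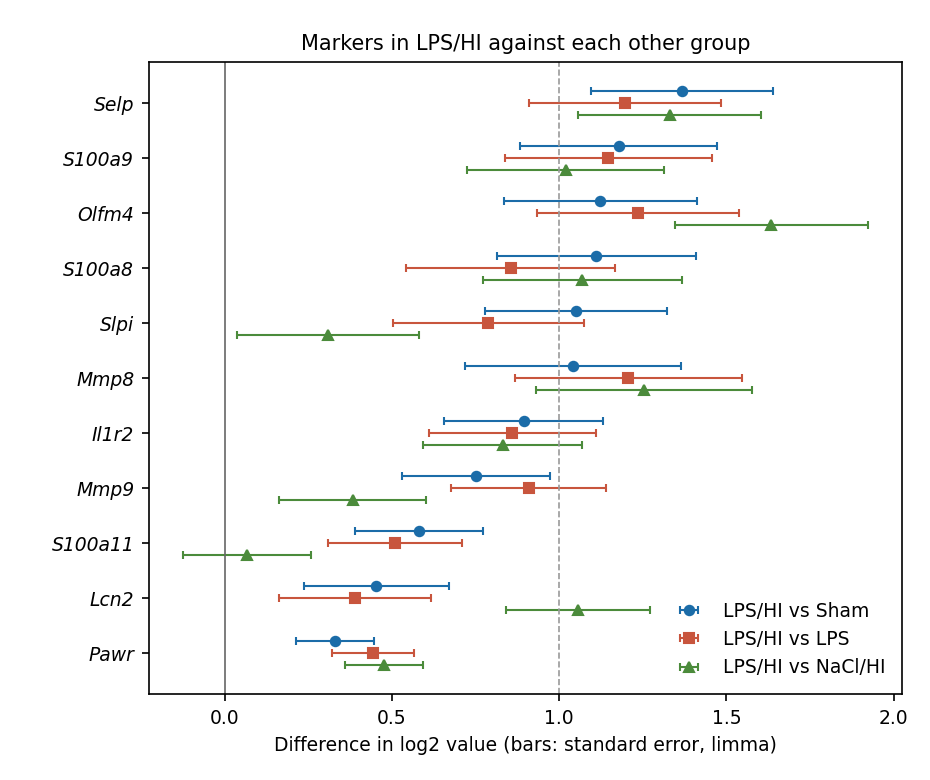
Difference in log2 value of 11 of the markers between LPS/HI and Sham (circles), LPS (squares) and NaCl/HI (triangles), with bars of 1 standard error from limma; the dashed line marks a fold change of 2. All differences are above 0; those of Slpi, Mmp9 and S100a11 are smallest against NaCl/HI.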

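Selp in LPS/HI passed the exact two-sided Wilcoxon rank-sum test against Sham, with a log2 difference of 1.37, and against LPS and NaCl/HI (adjusted p = 0.00866 in each). Leaving out any 1 library left all 3 results of Selp past 0.05. Olfm4 differed by 1.12 from Sham (exact Wilcoxon rank-sum test, adjusted p = 0.026) and passed against NaCl/HI (adjusted p = 0.026), but had an adjusted p of 0.0606 against LPS by this exact test. Pawr was higher by 0.33 than in Sham (exact Wilcoxon rank-sum test, adjusted p = 0.0519), by 0.44 than in LPS (adjusted p = 0.026) and by 0.48 than in NaCl/HI (adjusted p = 0.026). Without LPS/HI replicate 1, Pawr passed against Sham (exact test, adjusted p = 0.013), and without LPS replicate 2, 3, 4 or 5 it no longer passed against LPS (exact test, adjusted p = 0.0519). Every LPS/HI sample was above the mean of the group compared, apart from Pawr against Sham with 5 of 6. In the model across all genes, Pawr did not pass in any of the 3 comparisons (limma adjusted p between 0.0602 and 0.0899).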

Comparing LPS/HI to all other conditions Selp, Olfm4, Serpine1 and pro-apoptotic WT1 regulator (Pawr) were the genes which were significantly upregulated in all cases (Fig. 4A, B). This finding can indicate specific marker genes for an LPS/HI insult. 

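Whether LPS acted differently with HI than without it was tested as an interaction, the difference between LPS/HI against NaCl/HI and LPS against Sham. For Olfm4 it was 1.75 (standard error 0.42, limma adjusted p = 0.0465). It did not pass for Selp, with 1.16 (standard error 0.40, limma adjusted p = 0.16), or for Pawr, with 0.59 (standard error 0.17, limma adjusted p = 0.0953). By adjusted p alone 220 genes passed, and with the fold threshold 2. The count of 2 dropped to 0 or 1 in 16 of 23 cases with 1 library left out and rose to 6 without NaCl/HI replicate 4, the exceptions being Sham replicate 5, LPS replicates 3 and 5, NaCl/HI replicate 6 and LPS/HI replicates 3 and 6. In 8 of 50 simulated tables without a group effect, from which 3 variables were removed with the groups kept, at least 2 genes passed both thresholds, so this count is not told from chance. As all HI samples are hemispheres and all others entire brains, the interaction does not separate HI from the tissue taken. Because Selp, Olfm4 and Pawr rose against every other condition, the paper proposes them as specific marker genes for an LPS/HI insult.

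**Figure D3:**
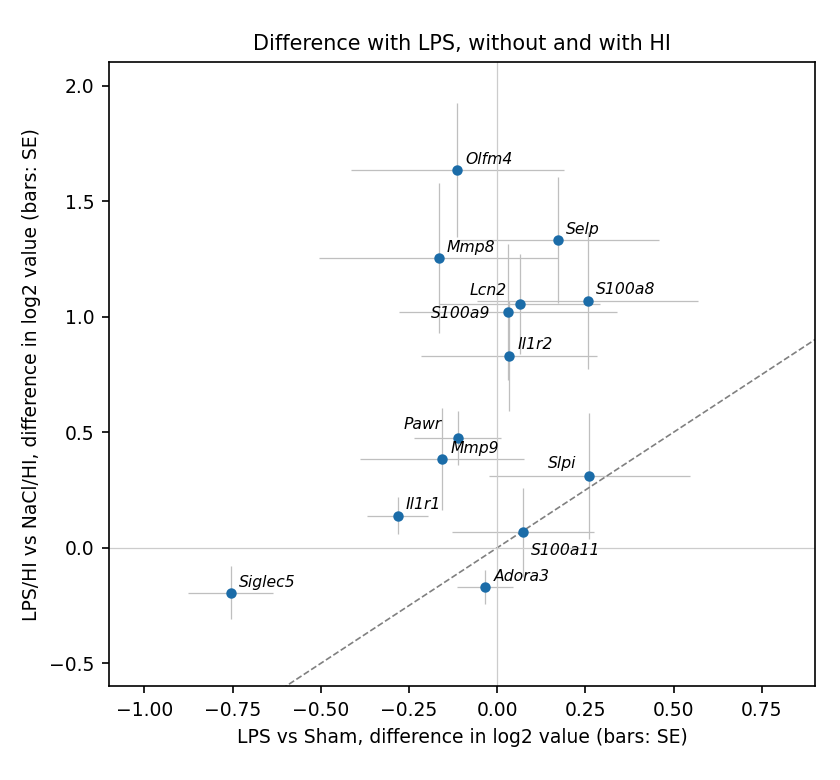
Difference in log2 value between LPS and Sham (horizontal) and between LPS/HI and NaCl/HI (vertical) for 14 of the markers, with bars of 1 standard error from limma. Points on the dashed line have equal differences; Olfm4 lies highest above it, at 1.63 on the vertical axis.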

The expression of S100a8 was not significantly different between the LPS/HI and LPS group but significant between LPS/HI and NaCl/HI conditions, indicating that this expression might be specifically LPS-triggered (Fig. 4A). 

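S100a8 had a mean log2 value of 9.93 ± 0.75 (SD, n = 6) in LPS/HI, 9.07 ± 0.27 (SD, n = 5) in LPS, 8.86 ± 0.63 (SD, n = 6) in NaCl/HI and 8.82 ± 0.34 (SD, n = 6) in Sham. LPS/HI exceeded LPS by 0.86 (exact two-sided Wilcoxon rank-sum test, adjusted p = 0.104) and NaCl/HI by 1.07 (exact test, adjusted p = 0.0455). All 6 LPS/HI samples lay above both means. Against NaCl/HI, the exact permutation test of means gave an adjusted p of 0.0844 and limma 0.135. Here 15 of 23 cases with 1 library left out had an adjusted p of 0.0519 or 0.0909, all but those without Sham replicate 3, any LPS replicate, NaCl/HI replicate 3 or LPS/HI replicate 6. Against LPS it passed without LPS/HI replicate 6 (exact test, adjusted p = 0.0346). LPS alone differed from Sham by 0.26 (exact test, adjusted p = 0.266), higher in 4 of 5 samples, and the interaction of 0.81 did not pass (limma adjusted p = 0.388).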

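Against Sham, Slpi was higher in LPS/HI by 1.05 and Mmp9 by 0.75 on the log2 scale, in 6 of 6 samples each. The exact two-sided Wilcoxon rank-sum test gave an adjusted p of 0.013 for Slpi, whose LPS/HI and Sham samples did not overlap, and 0.026 for Mmp9. These results passed with any 1 library left out. Slpi did not pass against LPS, with a difference of 0.79 (exact test, adjusted p = 0.0519).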

Inflammation pre-sensitized HI-insult stimulated the expression of Matrix-Metallopeptidase (MMP9), Secretory Leukocyte Peptidase Inhibitor (Slpi) and Selectin L (Sell) when comparing expression level to the sham group (Fig. 4A).

**Fig. 2:**
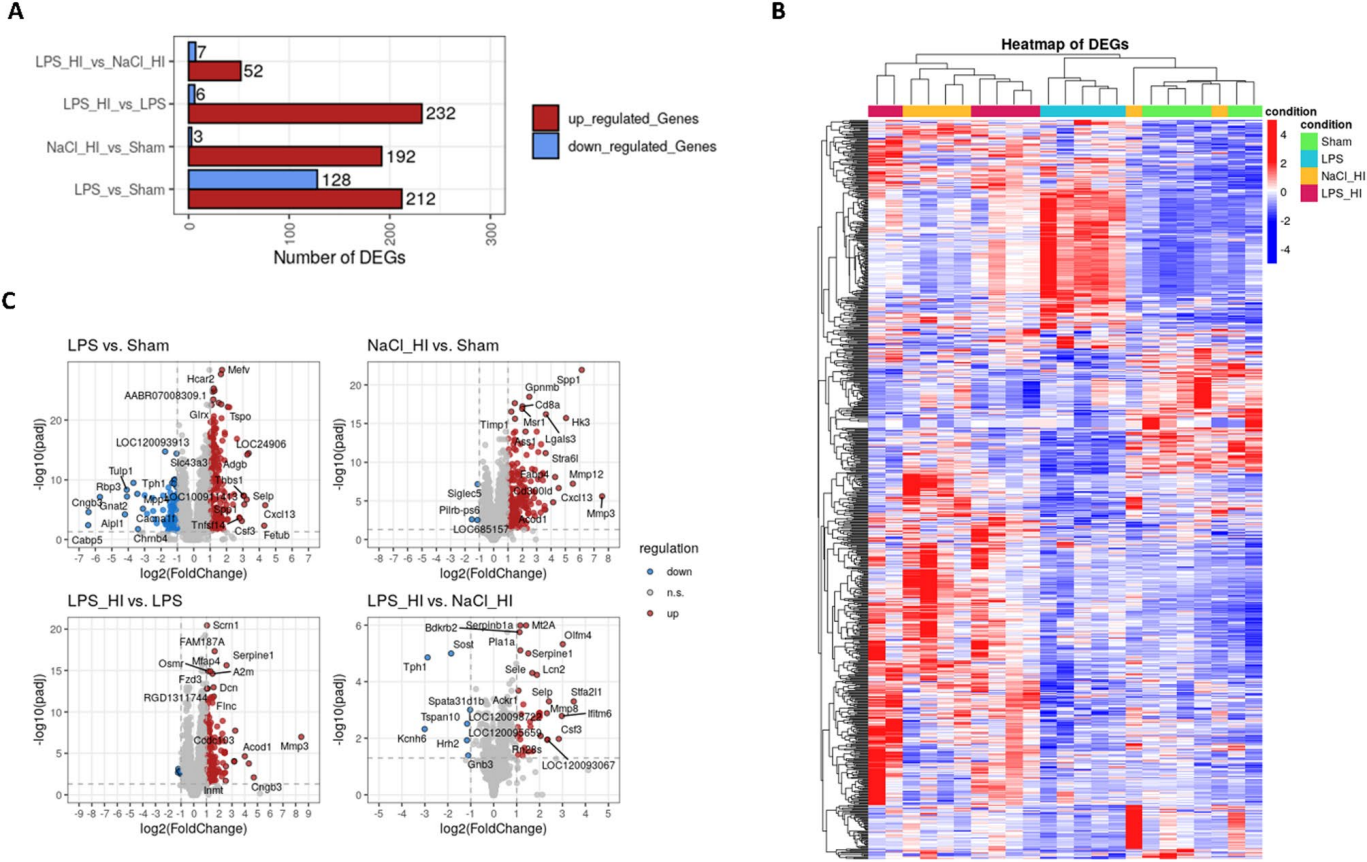
Transcriptomic analysis of isolated microglia 24 h after LPS/HI revealed differentially expressed genes in comparison to sham, LPS and NaCl/HI. **A** Number of differential expressed up- (red) and down (blue)- regulated genes between conditions. **B** Heat map showing differentially expressed genes in microglia isolated from the four treatment groups. The upregulated genes are shown in red and the down-regulated genes are shown in blue. **C** In the volcano plot log10 (*p*-value) was plotted against log2 (FoldChange) of gene expression. Significantly upregulated genes are indicated in red and downregulated genes are indicated in blue

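Among the genes past the thresholds whose samples did not overlap, leaving out those with only a locus name, the largest rises in LPS against Sham were C3 with a log2 difference of 1.52 (limma adjusted p = 4.17e-06), Plac8 with 1.17 (limma adjusted p = 2.86e-06) and Tspo with 1.10 (limma adjusted p = 4.2e-06). Ngp, a neutrophil granule gene, fell by 1.07 (limma adjusted p = 0.00261). In LPS/HI against Sham, Spp1 rose by 1.34 (limma adjusted p = 0.0381), C3 by 1.24 (limma adjusted p = 0.000843) and Cxcl13 by 1.17 (limma adjusted p = 0.00744). The largest falls were in Tph1, which fell by 2.01 (limma adjusted p = 0.00169), Gnat2, which fell by 1.51 (limma adjusted p = 0.00527), and Rbp3, which fell by 1.43 (limma adjusted p = 0.00337), 3 genes of the pineal list. Plac8 was also higher in LPS than in NaCl/HI, by 1.26 (limma adjusted p = 7.17e-06), and Lpl lower, where it fell by 1.23 (limma adjusted p = 0.000207). All samples of the first group lie on the stated side of the second in each of these cases. The single call of NaCl/HI against Sham was Gpnmb, named after its values were seen, with a difference of 1.02 (limma adjusted p = 0.035) and overlapping samples.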

**Fig. 3:**
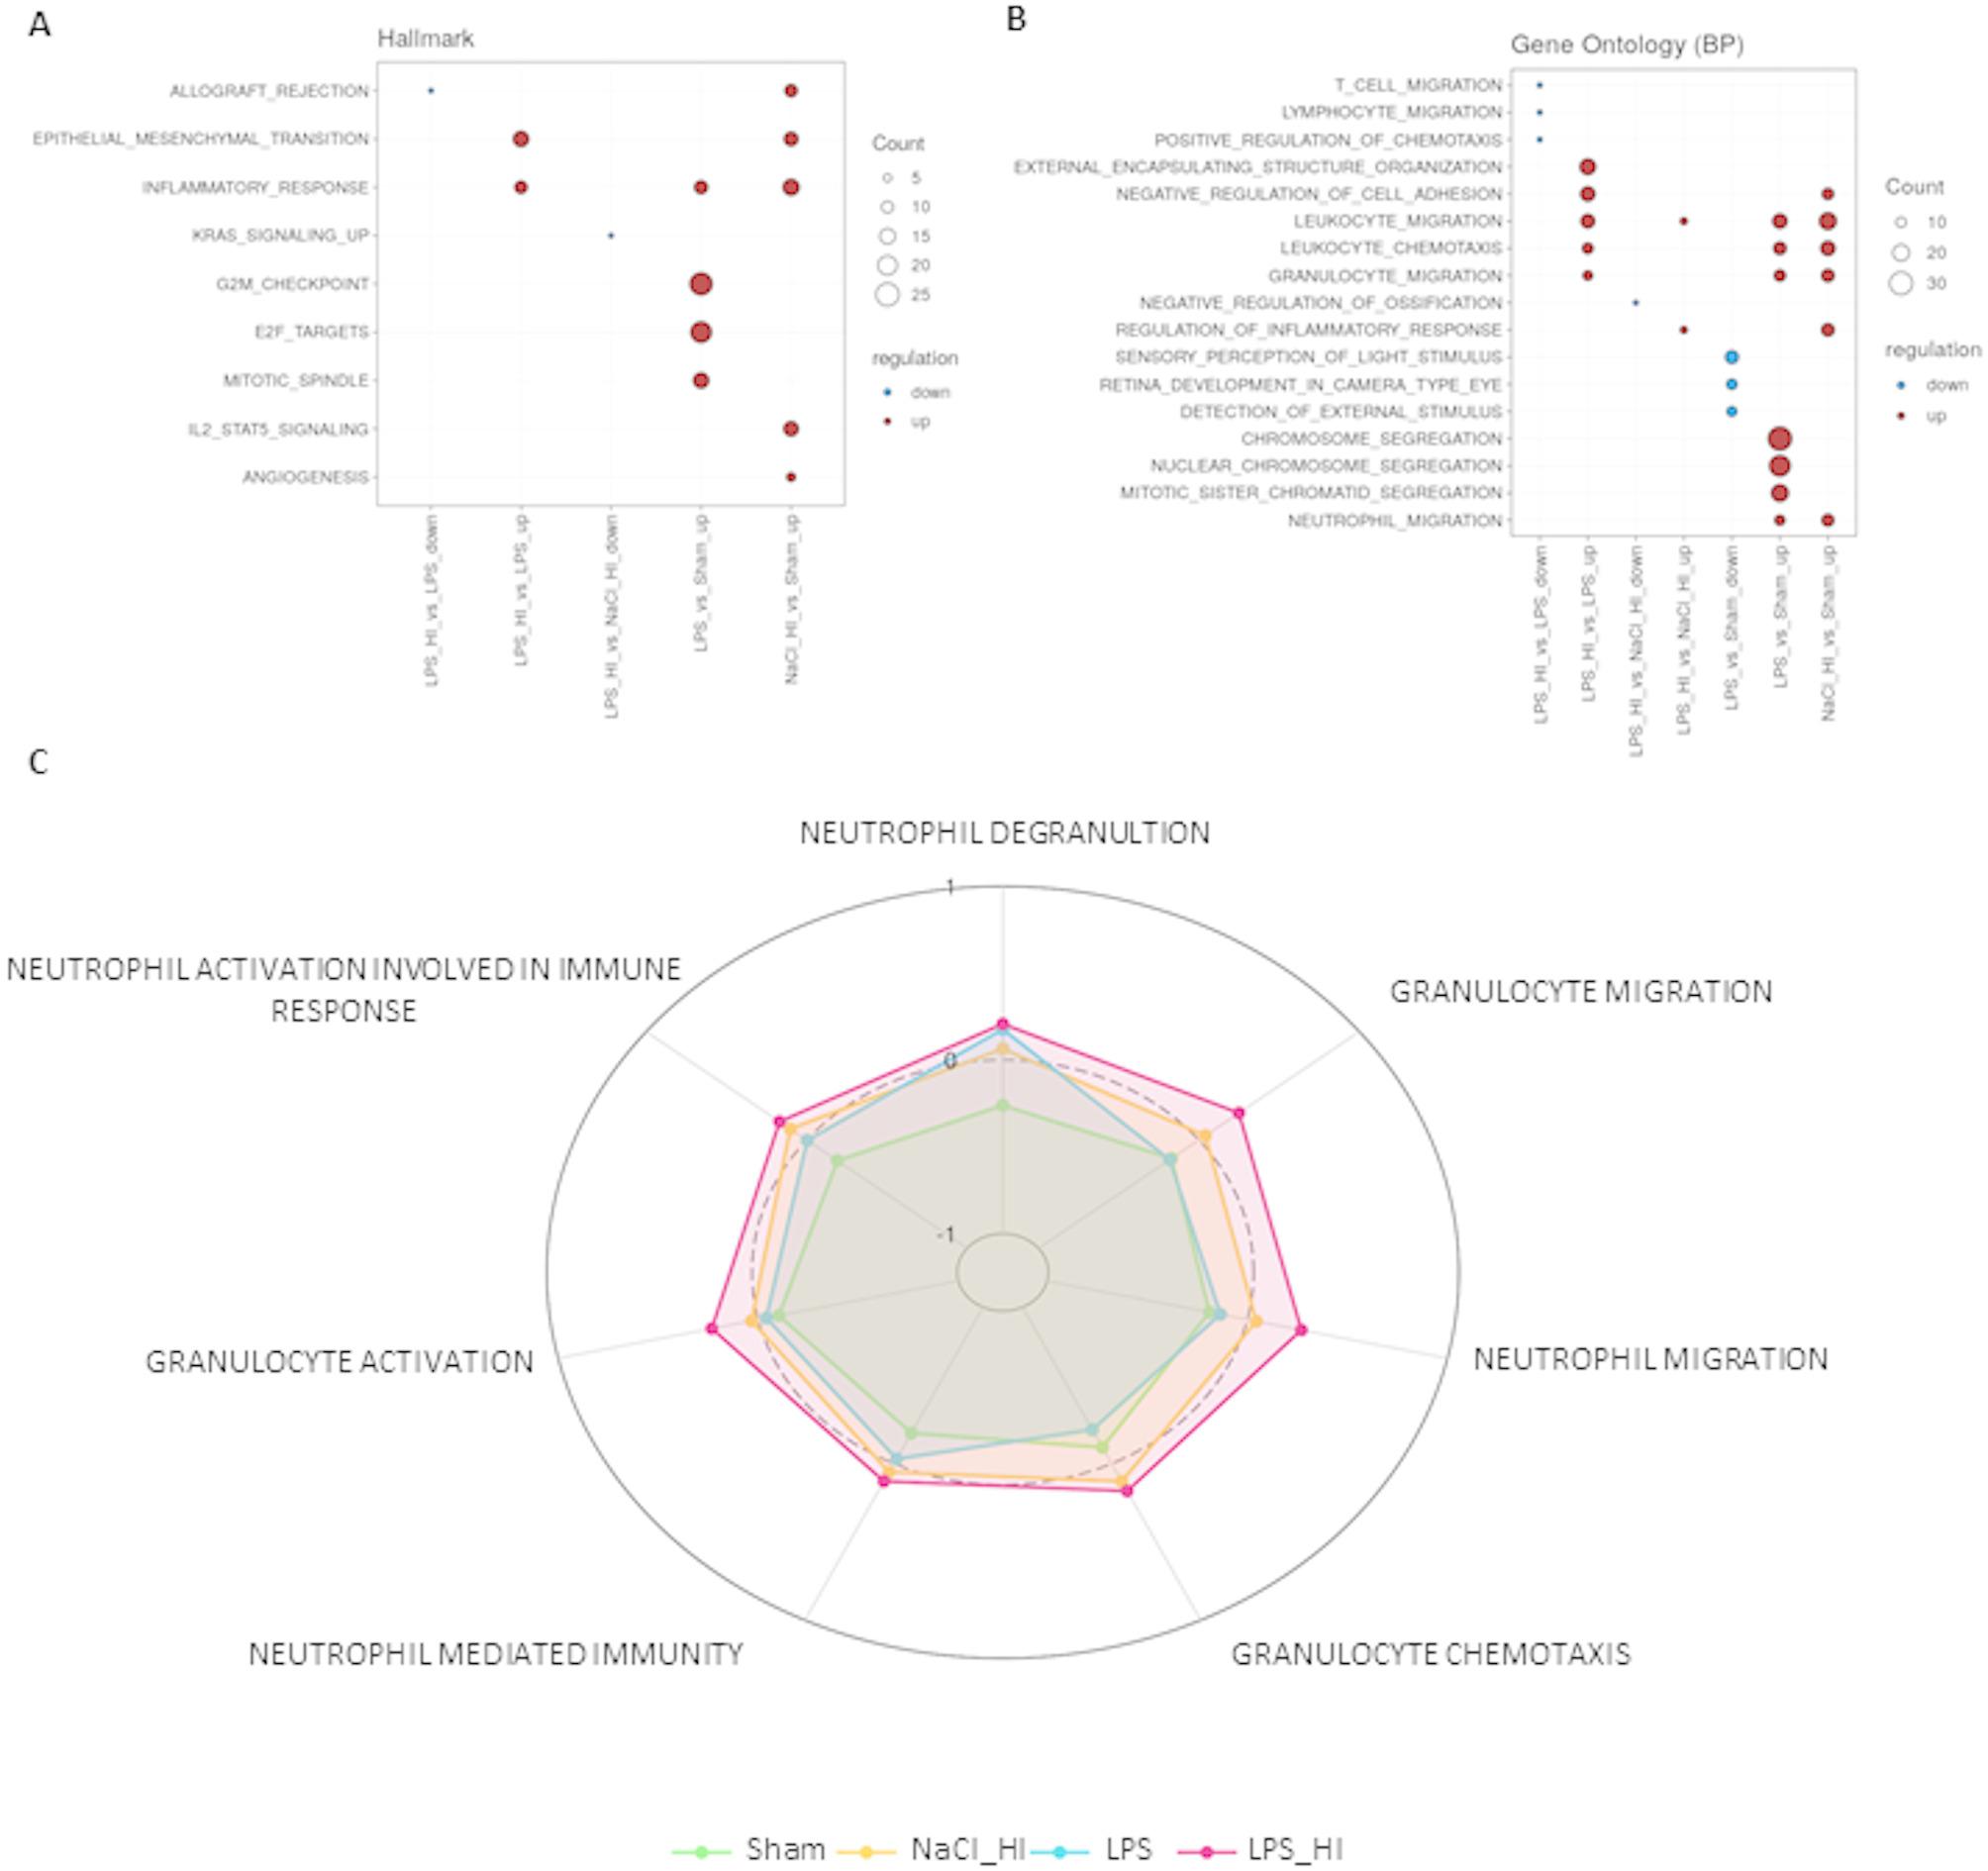
Functional Enrichment analysis. **A** Gene Set Enrichment Analysis based on Hallmark database revealed upregulation of inflammatory response in LPS/HI, LPS and NaCl/HI group. Upregulated counts are shown in red and downregulated counts are shown in blue. **B** Gene Set Enrichment Analysis based on gene ontology database revealed strong upregulation in leukocyte activation and migration pathways in LPS/HI group. Upregulated counts are shown in red and downregulated counts are shown in blue. **C** Gene Set variation Enrichment scores revealed the highest scores in neutrophil immune pathways in the LPS/HI group (red) compared to NaCl/HI (yellow), LPS (blue) and sham (green)

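The inflammatory cytokine and signalling list, which is not the Hallmark set, did not rise in LPS against Sham, where it fell by 0.01 (exact two-sided permutation test, adjusted p = 0.753) with 1 of 5 samples above the Sham mean. The median over its genes was 0.02, of the opposite sign to the mean. In NaCl/HI against Sham it fell by 0.03 (exact permutation test, adjusted p = 0.455) with 1 of 6 samples above the Sham mean. LPS/HI was above Sham by 0.09 (exact permutation test, adjusted p = 0.0666) and above NaCl/HI by 0.13 (exact permutation test, adjusted p = 0.0519), in 6 of 6 samples each. The latter passed without Sham replicate 4 or 5 (exact permutation test, adjusted p = 0.05), without LPS replicate 1 (0.0476) and without NaCl/HI replicate 4 (0.0342). Of these samples only NaCl/HI replicate 4 is in that comparison, and leaving out the others changed only the adjustment.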

**Fig. 4:**
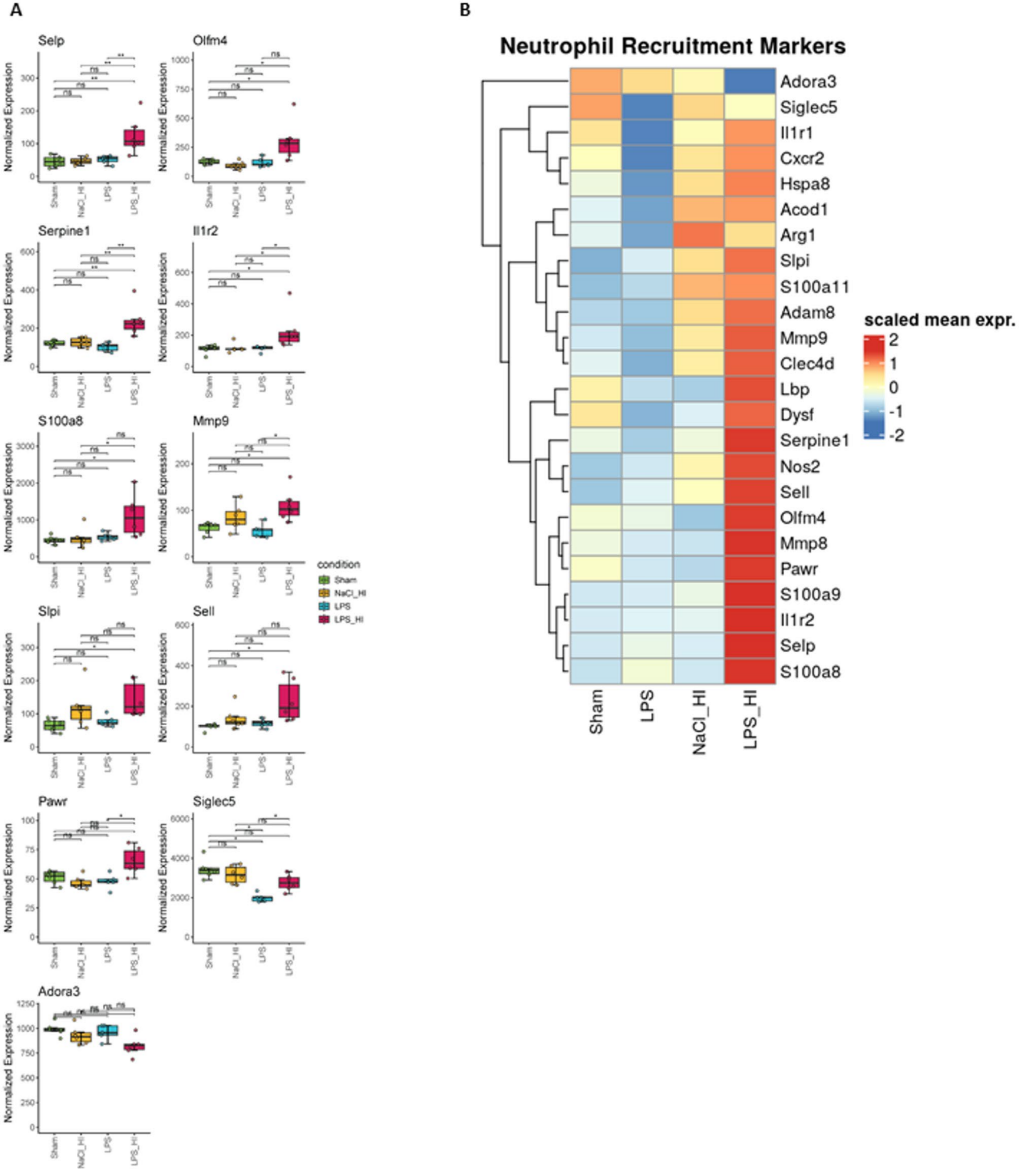
Normalized gene expression of markers involved in neutrophil recruitment and microglia priming. **A** Box Plot visualizes normalized gene expression of neutrophil recruitment markers of all treatment groups. The gene expression of Selp, Serpine1 and Il1r2 was significantly upregulated in the LPS/HI group compared to all other treatment groups (Wilcoxon rank-sum test, Benjamini-Hochberg adjusted *p*-value < 0.05). **B** Heat Map of neutrophil recruitment markers expression indicating high expression of those markers in the LPS/HI group

### CoCena revealed clustering of leukocyte recruitment markers in two submodules

The transcriptomic data were further analyzed based on Construction of Co-expression network analysis (CoCena), where genes with similar expression pattern across all treatment groups were clustered in a co-expression network [43]. Leiden clustering of the network revealed 18 submodules (Fig. 5). 

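The network was rebuilt with the settings of the methods, the 12730 most variable genes, Pearson correlations of at least 0.832, a Leiden resolution of 1.7 and modules of at least 15 genes. The hCoCena package was not available, so igraph and leidenalg were used. Of these genes 8120 had at least 1 edge, joined by 247258 edges, with a scale-free fit of R2 = 0.855. Leiden clustering gave 15 modules with 7556 genes, the largest of 1270 and the smallest of 34 genes. The number of genes entered moved the size most, to 3480 genes and 73172 edges with a smaller set of the most variable genes. The number of modules lay between 11 at a resolution of 1.0 and 22 at 2.5, between 15 and 17 over 5 other seeds, and between 14 and 19 with any 1 library left out.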

Leukocyte recruitment genes clustered in two major modules (maroon and plum), both enriched in LPS/HI samples indicating a specific relevance of these genes in the LPS/HI condition. 

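All 13 upregulated markers fell into module 1, the largest, with between 10 edges for Lcn2 and 70 for S100a11. Hub genes shown in Fig. 5D and in Fig. 5E, 10 of each, were also all in module 1, so the rebuilt network does not part the maroon from the plum genes. This joining depended on the setting, since Slpi and Mcam shared a module in 4 of 13 other settings and in 9 of 23 cases with 1 library left out. Selp and Mcam likewise shared one in 4 of 13 settings and 9 of 23 cases, with a correlation over the samples of 0.732. Olfm4 and S100a8 stayed together in 13 of 13 settings and 23 of 23 cases. Module 1 also held 23 of 39 genes of the neutrophil list, 20 of 30 of an endothelial list, 11 of 15 of a monocyte list and 24 of 28 of an extracellular matrix list.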

Sialic Acid Binding Ig-Like Lectin 5 (Siglec 5) and Adora3 did not cluster in the same module, indicating different expression patterns (Fig. 5). 

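Siglec5 was in module 3 with 1 edge and Adora3 in module 6 with 2 edges. They shared a module in 0 of 13 other settings and in 1 of 23 cases with 1 library left out. Over all 23 samples their values had a Pearson correlation of 0.150.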

Overall, the co-expression network analysis revealed strong upregulation of leukocyte recruitment markers in the LPS/HI group compared to sham, LPS and NaCl/HI. 

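The mean standardized value of module 1 was 0.521 ± 0.397 (SD, n = 6) in LPS/HI, 0.155 ± 0.376 (SD, n = 6) in NaCl/HI, -0.166 ± 0.418 (SD, n = 6) in Sham and -0.613 ± 0.436 (SD, n = 5) in LPS. LPS/HI was higher than LPS by 1.13 (exact two-sided permutation test, adjusted p = 0.0139, over 90 comparisons of modules), in 6 of 6 samples. It was higher than Sham by 0.687 (exact permutation test, adjusted p = 0.0605), in 6 of 6 samples, and than NaCl/HI by 0.366 (exact permutation test, adjusted p = 0.237), in 5 of 6 samples. LPS/HI had the highest mean of the 4 groups in 3 of 15 modules, namely 1, 8 and 13. In 0 modules was it above Sham, LPS and NaCl/HI at once with all 3 exact permutation tests passed.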

Siglec5 and Adora3 were decreased in LPS/HI, as they play a role in anti-inflammatory pathways.

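Siglec5 was lower in LPS/HI than in Sham, where it fell by 0.30 on the log2 scale (exact two-sided Wilcoxon rank-sum test, adjusted p = 0.0617), with 5 of 6 samples below the Sham mean. It passed without Sham replicate 1 or LPS/HI replicate 3 (exact test, adjusted p = 0.026). The larger fall was in LPS alone, where Siglec5 fell by 0.76 against Sham (exact test, adjusted p = 0.013) in 5 of 5 samples, with no overlap. Adora3 fell by 0.25 in LPS/HI against Sham (exact test, adjusted p = 0.156), with 5 of 6 samples below the Sham mean. Its limma adjusted p was 0.0392, and the exact test passed without LPS/HI replicate 1 (adjusted p = 0.026).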

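In the rebuilt network, 2 genes are joined by an edge when their Pearson correlation over the 23 samples is at least the threshold, and connectivity is the number of edges of a gene. Among the genes shown in Fig. 5D, Cd44 had the most edges with 84, and Slpi had 48. In Fig. 5E, Cttn had the most with 68 and Fstl1 the fewest with 41. These counts describe correlation across 23 samples and carry no direction of regulation.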

Hub-gene detection of the two CoCena modules (maroon and plum) revealed genes which are highly connected to other genes in this network and are likely to be involved in regulating transcription of those modules. The maroon cluster showed a stronger contribution to inflammation response and microglia activation as Slpi and S100a11 are found as hub-genes in this cluster (Fig. 5D). 

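Slpi and S100a11 had a Pearson correlation of 0.913 over the samples and shared a module in 13 of 13 other settings and in 23 of 23 cases with 1 library left out. Of the 10 genes shown in Fig. 5D, Cd44, Slpi and Anxa2 passed in LPS/HI against Sham by limma, Cd44 with a log2 difference of 0.84 (adjusted p = 0.0442) and Anxa2 with 0.52 (adjusted p = 0.024). None passed against NaCl/HI, where the differences of the 10 genes lay between -0.52 for Anpep and 0.31 for Slpi.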

The hub-gene detection indicated that Slpi and S100a11 regulates gene expression of other genes involved in immune responses. GO-analysis and Reactome-analysis of this cluster could also confirm high counts for leukocyte migration (supplement, Fig. S1) and neutrophil degranulation (supplement, Fig. S2) The plum cluster showed hub-genes involved in metabolic, cell proliferation and migration processes like melanoma cell adhesion molecule (Mcam) [44], Rho GTPase j (Rhoj) [45] and Ras interacting protein (Rasip1) [46] (Fig. 5E). 

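Mcam correlated with Rhoj at a Pearson r of 0.92 and with Rasip1 at 0.866 over the 23 samples, and each pair shared a module in 13 of 13 other settings and 23 of 23 cases with 1 library left out. In LPS/HI against LPS, Mcam was higher by 0.42 (limma adjusted p = 0.0145), Rhoj by 0.32 (adjusted p = 0.0937) and Rasip1 by 0.25 (adjusted p = 0.162). Within groups, all 3 vary with a list of 30 endothelial genes, as given in the closing section.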

Hallmark enrichment analysis revealed strong clustering of hypoxia and angiogenesis marker genes in the plum cluster (supplement, Fig. S3).

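A list of 28 hypoxia and angiogenesis genes, 12 of them in module 1, was higher in LPS/HI than in Sham by 0.17 (exact two-sided permutation test, adjusted p = 0.0232). It was higher than in LPS by 0.18 (exact permutation test, adjusted p = 0.0342) and than in NaCl/HI by 0.14 (exact permutation test, adjusted p = 0.0342), each in 6 of 6 samples. Summarized by the median of the list, the difference from Sham was 0.06 (exact permutation test, adjusted p = 0.349). Against LPS the adjusted p was above 0.05, at most 0.0649, without any of LPS replicates 2 to 5 or LPS/HI replicates 1, 2, 3, 4 or 6. Against NaCl/HI it was above 0.05, at most 0.0672, without any NaCl/HI replicate or LPS/HI replicate 4. An extracellular matrix list of 28 genes was higher by 0.23 than in Sham (exact permutation test, adjusted p = 0.0232) and by 0.35 than in LPS (exact permutation test, adjusted p = 0.0232), in 6 of 6 samples each, but by 0.09 than in NaCl/HI (exact permutation test, adjusted p = 0.209). Hif1a itself differed by at most 0.17, against LPS (limma adjusted p = 0.203).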

**Fig. 5:**
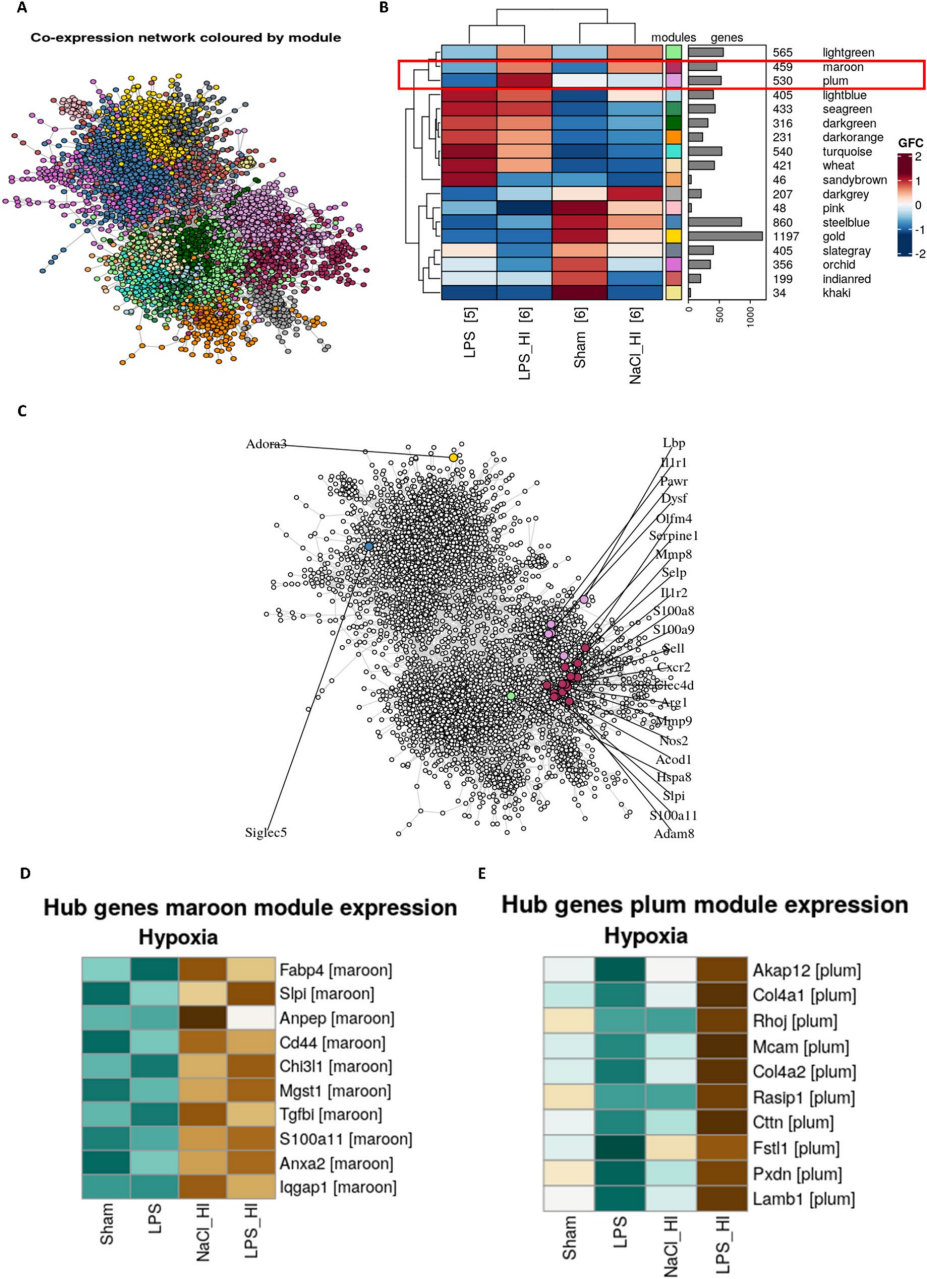
hCocena Network of gene-gene correlation. **A** Network analysis revealed 18 submodules based on similar gene expression. **B** Analysis of leukocyte recruitment marker in CoCena network revealed clustering in two groups (maroon and plum), which confirm similar expression patterns of leukocyte activation markers. Adora3 and Siglec 5 are the only genes that are not found in these clusters. **C** Heatmap of up- or downregulated genes in different groups based on CoCena network modules. **D** Hub-gene detection from the maroon hCoCena model identified regulating genes based on high connectivity. Expression of those genes in the different groups is visualized in a heatmap. **E** Hub-gene detection from the plum hCoCena model identified regulating genes based on high connectivity. Expression of those genes in the different groups is visualized in a heatmap

## Discussion

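With the exact two-sided Wilcoxon rank-sum test adjusted over all 16 markers and 6 pairs together, Selp in LPS/HI had an adjusted p of 0.0244 against each of the other groups. Il1r2 had 0.0332 against Sham, 0.0244 against LPS and 0.0332 against NaCl/HI by this exact test. Olfm4 passed against Sham (exact test, adjusted p = 0.0332) and NaCl/HI (0.0244) and not against LPS (0.0746). Pawr passed against LPS (exact test, adjusted p = 0.0332) and NaCl/HI (0.0244) and not against Sham (0.0693).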

Comparing expression levels of the four groups, Olfm4, Selp, Serpine 1, Il1r2 and Pawr were found to be the significantly upregulated genes in LPS/HI injury (Fig. 4). These findings can indicate that these genes are specific markers for inflammation-sensitized HI conditions in microglia. Olfm4 was significantly upregulated in the LPS/HI group compared to other groups. It is a glycoprotein known to be upregulated in inflamed tissue and to interact with MMP9 [47]. 

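Olfm4 had a mean log2 value of 8.07 ± 0.75 (SD, n = 6) in LPS/HI, 6.95 ± 0.24 (SD, n = 6) in Sham, 6.84 ± 0.47 (SD, n = 5) in LPS and 6.44 ± 0.51 (SD, n = 6) in NaCl/HI. The LPS/HI samples ran from 7.09 to 9.25 and overlapped with all other groups, whose highest samples were at 7.25, 7.51 and 7.23. With means in place of ranks, the exact permutation test gave an adjusted p of 0.039 against LPS, 0.0195 against Sham and 0.0195 against NaCl/HI. In the Wilcoxon test, the difference from LPS passed without LPS replicate 5 (exact test, adjusted p = 0.0381) or LPS/HI replicate 6 (0.0317). It also passed without NaCl/HI replicate 6 (exact test, adjusted p = 0.0455), where only the adjustment over the 6 pairs changed. That from Sham no longer passed (exact test, adjusted p = 0.0519) without Sham replicate 1, 4, 5 or 6 or LPS/HI replicate 1, 2, 3, 4 or 5, nor did that from NaCl/HI without any of the latter 5. The log2 differences then stayed at 0.89 or more against Sham, 1.00 or more against LPS and 1.40 or more against NaCl/HI.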

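Mmp9 had a mean log2 value of 6.71 ± 0.43 (SD, n = 6) in LPS/HI, 6.32 ± 0.46 (SD, n = 6) in NaCl/HI, 5.96 ± 0.32 (SD, n = 6) in Sham and 5.80 ± 0.37 (SD, n = 5) in LPS. NaCl/HI was above Sham by 0.37 in 5 of 6 samples, which did not pass the exact two-sided Wilcoxon rank-sum test (adjusted p = 0.288), with any 1 library left out or not. The 2 HI groups differed by 0.38 (exact test, adjusted p = 0.288), with 5 of 6 LPS/HI samples above the NaCl/HI mean. LPS/HI was above LPS by 0.91 (exact test, adjusted p = 0.026), in 6 of 6 samples.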

MMP9 expression was also upregulated in microglia from both HI groups and has been shown to act over Notch signaling pathway via p53 [47]. Olfm4 is expressed in high amounts in neutrophils and can serve as a biomarker for the severity of several bacterial or viral infections [48].

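The log2 value of Il1r2 in LPS/HI was 7.67 ± 0.63 (SD, n = 6), higher by 0.89 than in Sham, by 0.86 than in LPS and by 0.83 than in NaCl/HI. Each difference had an adjusted p of 0.0173 by the exact two-sided Wilcoxon rank-sum test, in 6 of 6 samples, and passed with any 1 library left out. Only the LPS samples did not overlap with LPS/HI. In the model over all genes it passed against Sham (limma adjusted p = 0.0256) but not against LPS (0.0721) or NaCl/HI (0.15). A single sample lay far from its group in Sham, LPS and NaCl/HI.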

IL1R2 expression was upregulated after LPS/HI injury compared to other groups. High expression of IL1R2 is known to be induced by hypoxia and can activate the HIF1a pathway [49]. Activation of this receptor can promote angiogenesis and migration in response to HI insult. Interestingly, the receptor expression was not upregulated in the LPS or NaCl/HI group compared to sham, indicating the specific condition in the LPS/HI insult. In contrast to Il1R2 expression, Il1R1 expression was not significantly altered between microglia isolated from different groups (Fig. 4).

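Il1r2 was at 6.78 ± 0.43 (SD, n = 6) in Sham, 6.81 ± 0.26 (SD, n = 5) in LPS and 6.84 ± 0.27 (SD, n = 6) in NaCl/HI. LPS differed from Sham by 0.03 (exact two-sided Wilcoxon rank-sum test, adjusted p = 1), higher in 4 of 5 samples, and NaCl/HI by 0.06 (exact test, adjusted p = 0.706), higher in 3 of 6 samples. The interaction was 0.80 (limma adjusted p = 0.271).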

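Il1r1 had a mean log2 value of 10.03 ± 0.14 (SD, n = 6) in LPS/HI, 9.95 ± 0.18 (SD, n = 6) in Sham, 9.89 ± 0.12 (SD, n = 6) in NaCl/HI and 9.66 ± 0.11 (SD, n = 5) in LPS. LPS/HI differed from Sham by 0.08 (exact two-sided Wilcoxon rank-sum test, adjusted p = 0.582), higher in 5 of 6 samples, and from NaCl/HI by 0.14 (exact test, adjusted p = 0.14), higher in 5 of 6. In LPS, Il1r1 fell by 0.28 against Sham and by 0.22 against NaCl/HI, in 5 of 5 samples, and LPS/HI was above LPS by 0.36 in 6 of 6 (exact test, adjusted p = 0.0346 for each of these 3 pairs). All these differences were under the fold threshold.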

Serpine 1 was another gene which expression was significantly higher in the HI/LPS group compared to other groups (Fig. 4). Serpine 1 mainly acts as an inhibitor of tissue-type plasminogen activator and is involved in the degradation of blood clots. In adult stroke models, it was found to be important for neutrophil migration [50]. In previous studies, it was found to be a potential biomarker for acute cerebral infarction [51]. Our study could confirm high Serpine1 expression in microglia after inflammation sensitized HI, which may be another factor for a severe outcome after HI under inflammatory conditions.

In microglia from inflammation-sensitized brains isolated 24 h after HI, Selp-mRNA was highly expressed compared to other groups, leading to the hypothesis that in the case of inflammation during HI, Selp expression contributes to an over-activated immune system and strong activation of neutrophils and microglia. 

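Selp was among the weaker signals of the table in Sham, with a log2 value of 5.44 ± 0.58 (SD, n = 6), against 6.81 ± 0.62 (SD, n = 6) in LPS/HI, 5.61 ± 0.40 (SD, n = 5) in LPS and 5.48 ± 0.30 (SD, n = 6) in NaCl/HI. LPS/HI samples ran from 5.98 to 7.77 and did not overlap with LPS or NaCl/HI, while the highest Sham sample was at 6.13. Platelet and endothelial gene lists moved by -0.05 and 0.13 between NaCl/HI and LPS/HI, far less than Selp. With the library series as a block, Selp had a limma adjusted p of 0.0531 against NaCl/HI. Once the means of the neutrophil and endothelial lists entered the model as covariates, Selp in LPS/HI was lower than in LPS, where it fell by 0.06 (limma adjusted p = 0.961). Selp itself was not part of these means. The neutrophil list shares genes with the other markers, so these covariates also remove signal that the markers have in common.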

In stroke model it was already found that Selp contribute to alter BBB function and a more severe outcome after injury [52]. Selp is known to be involved in several immunological processes including platelet activation, microglia and neutrophil recruitment [53]. Selp is expressed on endothelial cells and activated platelets [53]. Recent studies about SELP-PSGL-1 axis in glioblastoma found high expression in Selp-mRNA in microglia and secretion of Selp [54]. Inhibition of Selp could ameliorate pathology [54]. This may suggest that Selp is involved in the regulation of resident microglia in human glioblastoma tumors. Sell as another selectin was also significantly upregulated in LPS/HI compared to sham (Fig. 4). It is expressed on microglia to bind to the L-Selectin ligand on epithelia cells [55]. The upregulation of selectins in LPS/HI showed a high trend to leukocyte recruitment, indicating that a severe outcome after inflammation-sensitized HI can contribute to an over activated innate immune system and a breakdown of the BBB.

The transcriptomic profile of microglia after LPS/HI suggests that microglia are primed to react via pro-inflammatory pathways and release chemokines to potentially attract neutrophils. 

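S100a9 had a mean log2 value of 10.86 ± 0.79 (SD, n = 6) in LPS/HI, against 9.68 ± 0.33 (SD, n = 6) in Sham, 9.71 ± 0.32 (SD, n = 5) in LPS and 9.84 ± 0.55 (SD, n = 6) in NaCl/HI. Against Sham, it was higher by 1.18 (exact two-sided Wilcoxon rank-sum test, adjusted p = 0.026) and S100a8 by 1.11 (exact test, adjusted p = 0.0455). S100a9 did not pass against LPS, with 1.15 (exact test, adjusted p = 0.0519), or against NaCl/HI, with 1.02 (exact test, adjusted p = 0.0823), although 6 of 6 LPS/HI samples were above each mean. Against Sham, S100a8 had an adjusted p of 0.0519 or 0.0909 in 15 of 23 cases with 1 library left out, all but those without Sham replicate 3, any LPS replicate, NaCl/HI replicate 3 or LPS/HI replicate 6. Without NaCl/HI replicate 1, 2, 4, 5 or 6, which are not in this comparison, only the adjustment over the 6 pairs changed. The values of S100a8 and S100a9 had a Pearson correlation of 0.965 over the 23 samples.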

The heterodimer complex composed of calcium-binding domains S100A8/A9 is upregulated in isolated microglia after LPS/HI. These proteins contribute to a microglial switch to a pro-inflammatory phenotype [56] and acts via the NFƙb-signaling pathway to promote apoptosis in oligodendrocyte progenitor cells [56]. It is known to be upregulated in serum of multiple sclerosis patients [56], in brains after sepsis [57] and is increased in Alzheimer’s disease [58]. S100A8/9 acts as damaged-associated-molecular pattern (DAMP) to attract neutrophils [57]. The transcriptomic data showed that the upregulation of S100A8/9 in microglia after LPS/HI contributes to the activation of a pro-inflammatory microglia phenotype and to the potential recruitment of neutrophils. 

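S100a11 was at 7.38 ± 0.21 (SD, n = 6) on the log2 scale in LPS/HI and at 7.31 ± 0.51 (SD, n = 6) in NaCl/HI, which differ by 0.07 (exact two-sided Wilcoxon rank-sum test, adjusted p = 0.818), with 3 of 6 samples above the NaCl/HI mean. Both were above Sham, at 6.80 ± 0.27 (SD, n = 6), and LPS, at 6.87 ± 0.31 (SD, n = 5). The difference between LPS/HI and Sham was 0.58 (exact test, adjusted p = 0.013), without overlap, and that between LPS/HI and LPS 0.51 (exact test, adjusted p = 0.0519), both in 6 of 6 samples.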

S100a11 was found to be a hub-gene in the maroon model of the CoCena network regulating the immune response (Fig. 5D). This alarmin is known to act over TNFα signaling as a pro-inflammatory protein and might play an important role in immune response regulation after a LPS/HI insult [59]. 

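Slpi had a mean log2 value of 7.05 ± 0.51 (SD, n = 6) in LPS/HI and 6.74 ± 0.64 (SD, n = 6) in NaCl/HI, a difference of 0.31 (exact two-sided Wilcoxon rank-sum test, adjusted p = 0.589) with 3 of 6 samples above the NaCl/HI mean. Sham was at 6.00 ± 0.43 (SD, n = 6) and LPS at 6.26 ± 0.29 (SD, n = 5). NaCl/HI was above Sham by 0.74 in 5 of 6 samples, which did not pass (exact test, adjusted p = 0.0823).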

Slpi expression was upregulated in activated microglia after LPS/HI and was confirmed to be a hub-gene in our model. Slpi can be secreted by microglia and astrocytes to inhibit proteases released by leukocytes and can inhibit inflammatory response via inhibiting pro-inflammatory cytokines [60]. In stroke model, it was found to inhibit brain damage [61]. Slpi contributes to tissue repair and homeostasis and seems to be a hub gene which plays a role in neuroprotective pathways. The plum CoCena network (Fig. 5E) revealed high expression of hub-genes involved in cell migration, and proliferation in the LPS/HI samples. 

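For Mcam, Rhoj and Rasip1, the mean log2 values in LPS/HI were 10.83 ± 0.20, 9.22 ± 0.21 and 9.98 ± 0.22 (SD, n = 6), the highest of the 4 groups. Against Sham, Mcam differed by 0.29 (limma adjusted p = 0.0317), Rhoj by 0.15 (limma adjusted p = 0.312) and Rasip1 by 0.11 (limma adjusted p = 0.424). None of the 3 passed against NaCl/HI, where the differences were 0.31, 0.33 and 0.24 (limma adjusted p = 0.114, 0.162 and 0.271). Of the other hub genes in Fig. 5E, Akap12 differed most, by 0.59 against LPS (limma adjusted p = 0.00794), by 0.32 against Sham (limma adjusted p = 0.0271) and by 0.30 against NaCl/HI (limma adjusted p = 0.149).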

Rhoj is known to regulate downstream proteins involved in proliferation and migration and can also contribute to apoptosis inhibition [45]. As microglia rely on fast migration, metabolomics and morphology changes after activation, the high expression of genes involved in these processes is indicated in the hub gene detection (Fig. 5E).

### Downregulation of genes involved in anti-inflammatory pathways after LPS/HI

In our data we observed a downregulation of Siglec 5- and Adora 3-transcripts in the LPS/HI group (Fig. 4). 

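The log2 value of Siglec5 was 11.42 ± 0.23 (SD, n = 6) in LPS/HI, 11.72 ± 0.20 (SD, n = 6) in Sham, 11.62 ± 0.23 (SD, n = 6) in NaCl/HI and 10.97 ± 0.14 (SD, n = 5) in LPS. Adora3 was at 9.68 ± 0.16 (SD, n = 6) in LPS/HI, 9.94 ± 0.09 (SD, n = 6) in Sham, 9.86 ± 0.13 (SD, n = 6) in NaCl/HI and 9.90 ± 0.12 (SD, n = 5) in LPS.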

Siglec 5 as a member of the surface lectin family serves as a receptor mediating the inhibitory signaling of neutrophil and microglial activation [62, 63]. The Siglec receptors function as an immune checkpoint to balance immune response. Downregulation of Siglec 5 after LPS/HI can contribute to increased toxicity signaling of microglia and neutrophils [62]. Adora 3 contributes to the inhibition of neutrophil degranulation and activation of this adenosine receptor was shown to be neuroprotective [64, 65]. A recent study about inhibition of Adora 3 in microglia found enhanced phagocytosis and a reduction of white matter injury after chronic ischemia [66]. 

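Against LPS, Siglec5 was higher in LPS/HI by 0.46 (exact two-sided Wilcoxon rank-sum test, adjusted p = 0.0173), in 6 of 6 samples, and this passed with any 1 library left out. Against NaCl/HI it fell by 0.19 (exact test, adjusted p = 0.216), with 5 of 6 samples below the NaCl/HI mean. Adora3 fell by 0.22 against LPS (exact test, adjusted p = 0.156) and by 0.17 against NaCl/HI (exact test, adjusted p = 0.186), with 5 of 6 samples below each mean.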

The downregulation of genes like Siglec 5 and Adora3 suggests that pathways which contribute to anti-inflammatory processes are mostly downregulated in microglia after LPS/HI compared to LPS group or NaCl/HI. These findings support the hypothesis that the immune response during LPS/HI undergoes an imbalance towards the pro-inflammatory phenotypes.

### Selectins and Serpine 1 were identified as promising markers for inflammation-presensitized HI

The transcriptomic profile of microglia from inflammation-sensitized HI brains not only showed upregulation of genes involved in neutrophil chemotaxis, activation and degranulation, it also showed downregulation of genes involved in inhibition of neutrophil activation. 

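By variance over the 23 samples, Selp ranked 38 among the genes of the table. With 1 library left out, its log2 difference in LPS/HI stayed at 1.18 or more against Sham, 1.00 or more against LPS and 1.14 or more against NaCl/HI.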

One of the major differences of the LPS/HI group compared to the other groups was the strong upregulation of the Selectin genes. The transcriptomic data revealed that microglia are primed to potentially attract innate immune cells like neutrophils to cross the BBB. Previous studies from our group showed an early infiltration of neutrophils within 24 h after HI [17]. The transcriptomic data from LPS-sensitized HI brains can support the theory that microglia contribute to neutrophil infiltration in the brain parenchyma early after HI. However, a unique and significant biomarker for the early stage of severe HI after inflammation was not yet found. Our data revealed that Selectin expression especially Selp showed promising results. In SARS-COV-19 studies, soluble Selp was identified as a diagnostic and prognostic biomarker [67, 68]. We could also confirm Serpine 1 expression to be a potential diagnostic marker for pre-sensitized HI as studies found Serpine 1 to be a serum marker for acute stroke [51].

There are some limitations in our study. First, we only focused on microglia activation 24 h after HI. As the developing brain quickly changes and adapts to new condition, other time points are necessary to elucidate the microglial profile over time. However, we previously showed a time dependent cytokine profile of isolated microglia from LPS/HI, where 24 h after insult the pro-inflammatory cytokine level was significantly increased [13].As we only focus on transcriptomic profiles, we cannot predict that the transcripts are fully translated. This can lead to another outcome at the proteome-level. To confirm the role of Selp in the LPS/HI model, a closer look at the protein level is necessary. Blocking Selp with a specific antagonist as outlined by Yeini et al., 2021 [54], could answer the questions whether this protein is necessary for immune cell infiltration and activation and whether its inhibition could lead to a positive outcome after HI.

Third, in this study, we did not include a hypothermia group, as our primary objective was to characterize the microglial state in the specific context of inflammation-sensitized HI injury. In future work, we plan to incorporate the LPS/HI/TH group to further investigate the mechanisms underlying the reduced efficacy of therapeutic hypothermia in this particular pathological setting. Fourth, the animal model which was used in the study is a mild HI model [69], as we include a LPS/HI cohort. Previous research has shown that the double-hit model, combining severe injury with LPS, leads to extensive brain damage and a high mortality rate [4, 6]. Since our aim is to process the brains for subsequent cell isolation, such severe injury would represent a significant limitation.

Last, in the present study, we did not examine sex-specific differences within the cohorts due to an insufficient sample size. It is known that transcriptomic profile could alter between female and male which we did not investigate in this study. Notably, our previous research found no significant sex-related differences in brain region atrophy or in the expression levels of CXCL1, CXCR2, and NLRP3.

We employed CD11b/c magnetic isolation beads for microglia isolation, a robust and widely used method. However, since macrophages also express these markers, contamination with infiltrating macrophages, particularly in the context of blood-brain barrier (BBB) disruption, cannot be entirely excluded. Furthermore, tissue dissection and isolation procedures are known to influence microglial activation states. 

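A list of 15 monocyte genes was higher in LPS/HI than in Sham by 0.42 (exact two-sided permutation test, adjusted p = 0.0342), in 6 of 6 samples and with 15 of 15 genes higher. Against NaCl/HI it differed by 0.11 (exact permutation test, adjusted p = 0.649), with 3 of 6 samples above the NaCl/HI mean, and NaCl/HI was above Sham by 0.31 (exact permutation test, adjusted p = 0.15). A list of 14 genes of border-associated macrophages did not rise in LPS/HI, where it fell by 0.10 against Sham (exact permutation test, adjusted p = 0.537). Of the monocyte genes, 9 were above the median gene of the table in Sham, so microglia or other isolated cells express them too.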

To minimize such ex vivo activation, all samples were processed rapidly and under cold conditions.

## Conclusion

Our studies revealed the unique profile of microglia 24 h after LPS/HI showing a possible contribution to leukocyte and especially neutrophil recruitment and activation. Selp and Serpine 1 could be identified as promising markers for acute inflammation following HI. The fact that microglia express less anti-inflammatory markers can possibly indicate a strong over-activation of inflammatory pathways 24 h after LPS/HI in the brain compared to HI or LPS only. To this point microglia seemed to be the key players in acute brain damage, which we also could confirm in our studies. However, we also showed a relevant role of neutrophils in inflammation-sensitized brain injury indicating a possible interaction between microglia activation and neutrophil-mediated immune response. Targeting this cell-cell interaction might reveal new approaches for further treatment strategies.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The RNA sequencing data generated and analyzed in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE294909.

## Abbreviations

Adora 3: Adenosine A3 receptor
BBB: Blood-brain-barrier
CXCL1 C-X-C: Motif Chemokine Ligand 1
CoCena: Construction of Co-expression network analysis
DAMP: Damage-associated-molecular pattern
DEG: Differential expressed genes
GO: Gene Ontology
HI: Hypoxic-ischemia
Il1r1: Interleukin1 receptor1
LCN2: Lipocalin 2
LPS: Lipopolysaccharide
MCAM: Melanoma cell adhesion molecule
MMP8/9: Matrix-Metallopeptidase 8
NLRP3: (NLR family pyrin domain containing 3)
Olfm4: Olfactomedin 4
Pawr: Pro-apoptotic WT1 regulator
Rasip1: Ras interacting protein1
Rhoj: Rho-related GTP-binding protein
ROS: Reactive oxygen species
Sell: Selectin L
Selp: Selectin P
Serpine 1: Serpin family E member 1
Siglec 5: Sialic Acid Binding Ig-Like Lectin 5
Slpi: Secretory Leukocyte Peptidase Inhibitor
S100A8/A9: S100 Calcium Binding Protein A8/A9
TH: Therapeutic hypothermia

# Supplementary material for: Transcriptomic profile of microglia following inflammation-sensitized hypoxic-ischemic brain injury in neonatal rats suggests strong contribution to neutrophil chemotaxis and activation
**Source:** J Neuroinflammation. 2025 Jul 19;22:189. doi: 10.1186/s12974-025-03516-1
**Supplement:** Supplementary file 1 — Supplementary Material 1

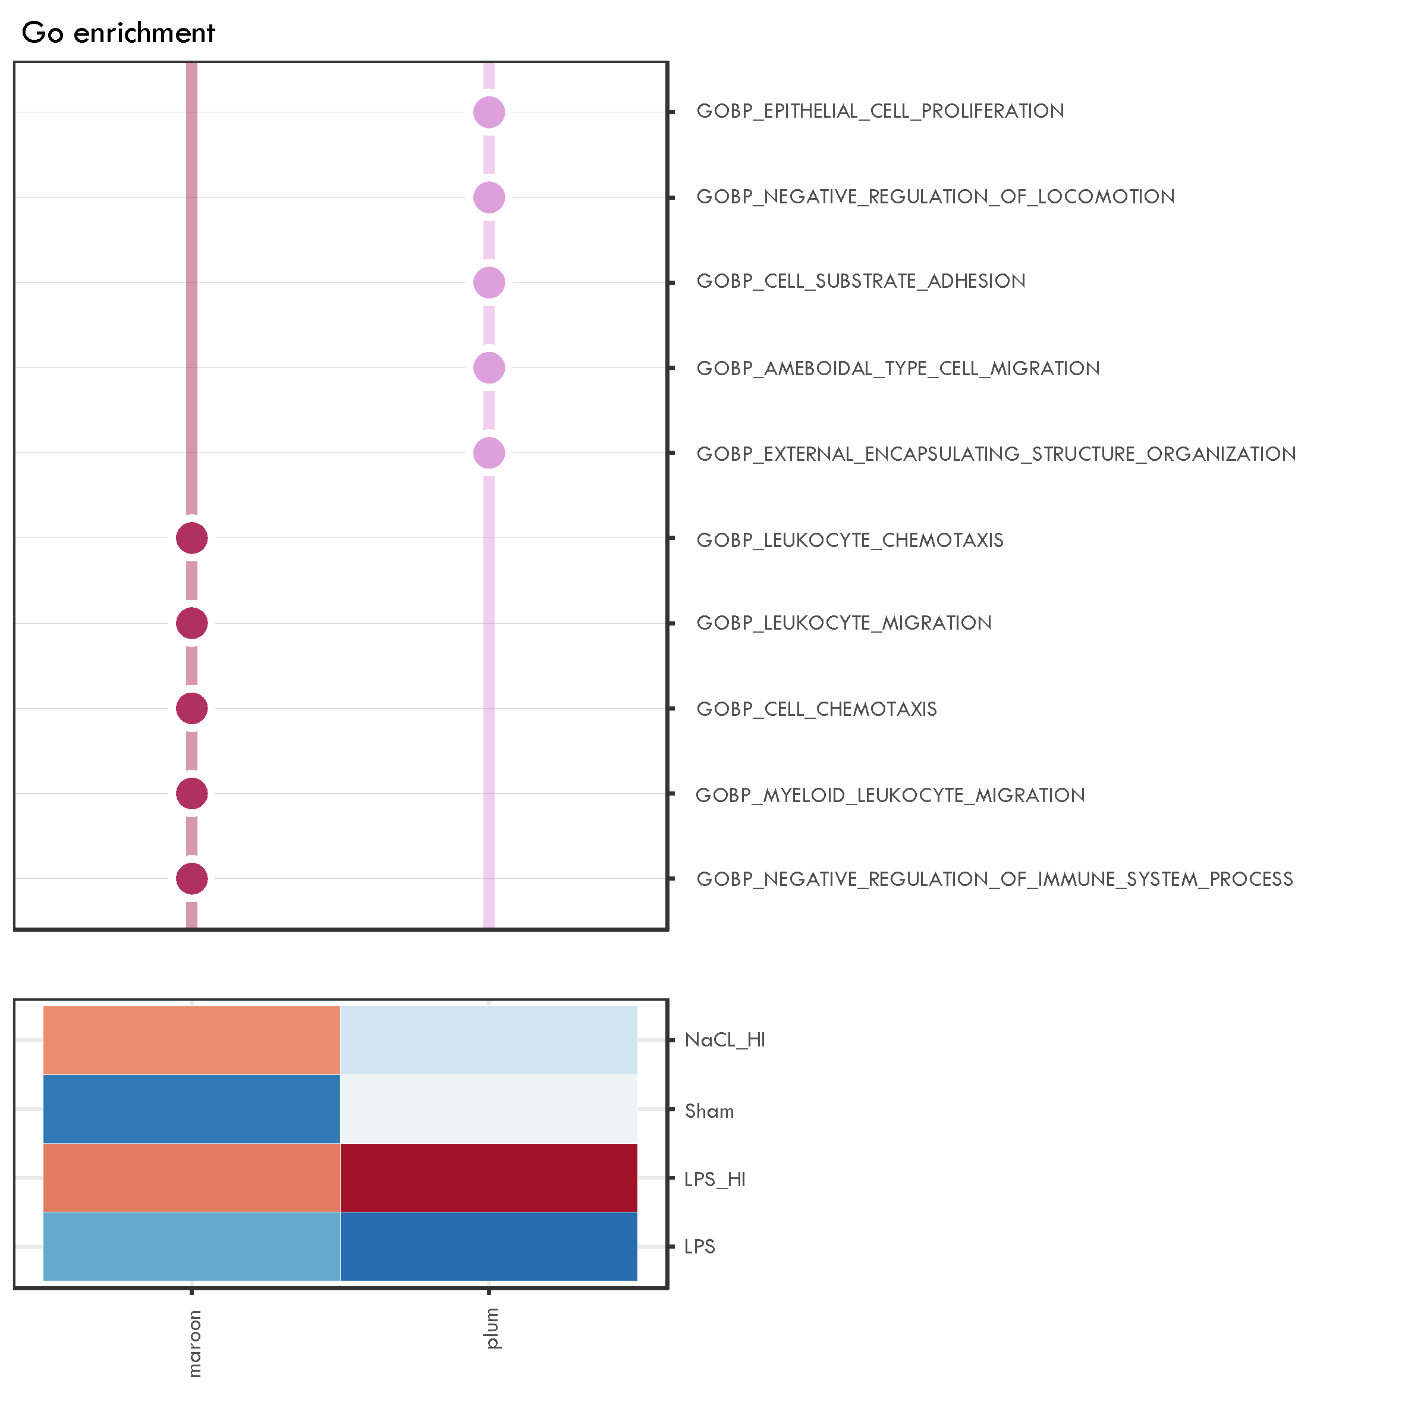

**Figure S1 Gene-Ontology Enrichment Analysis of the two hCocena clusters based on gene-gene correlation matrix.**

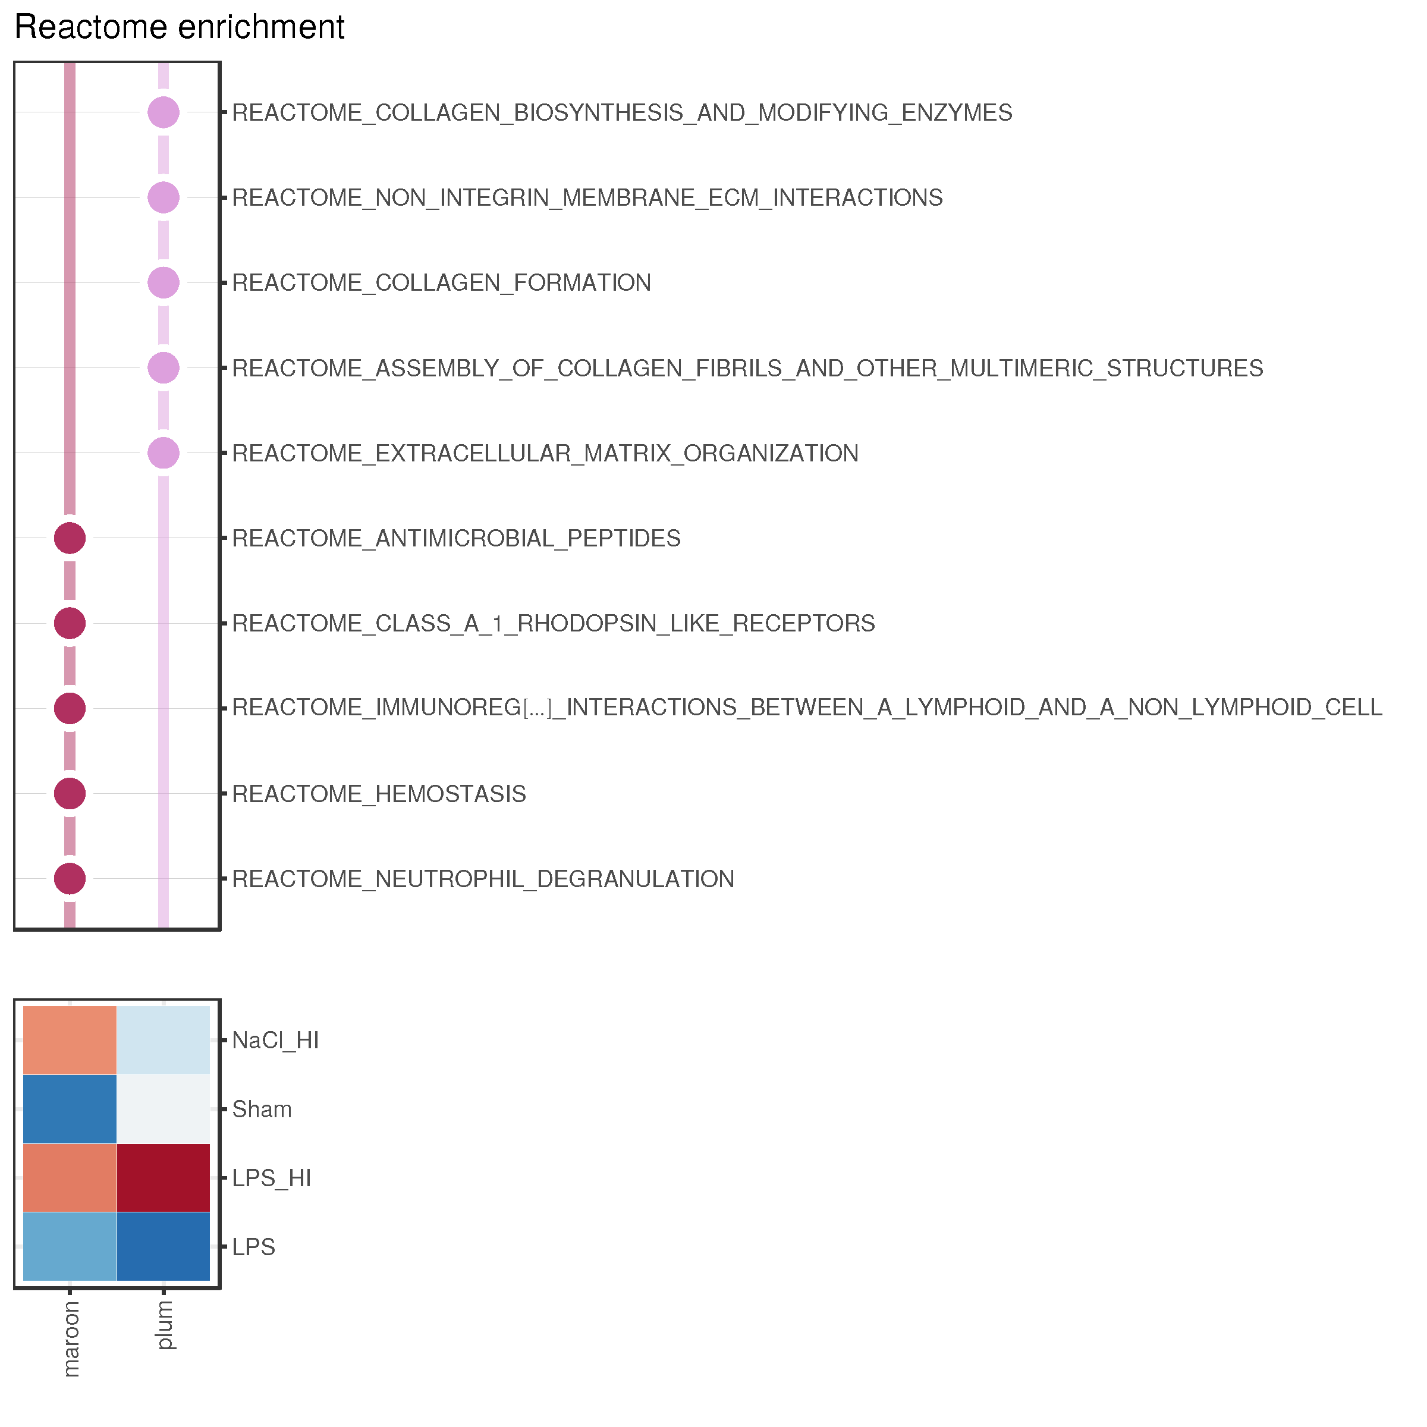

**Figure S2 Reactome Enrichment Analysis of the two hCocena clusters based on gene-gene correlation matrix.**

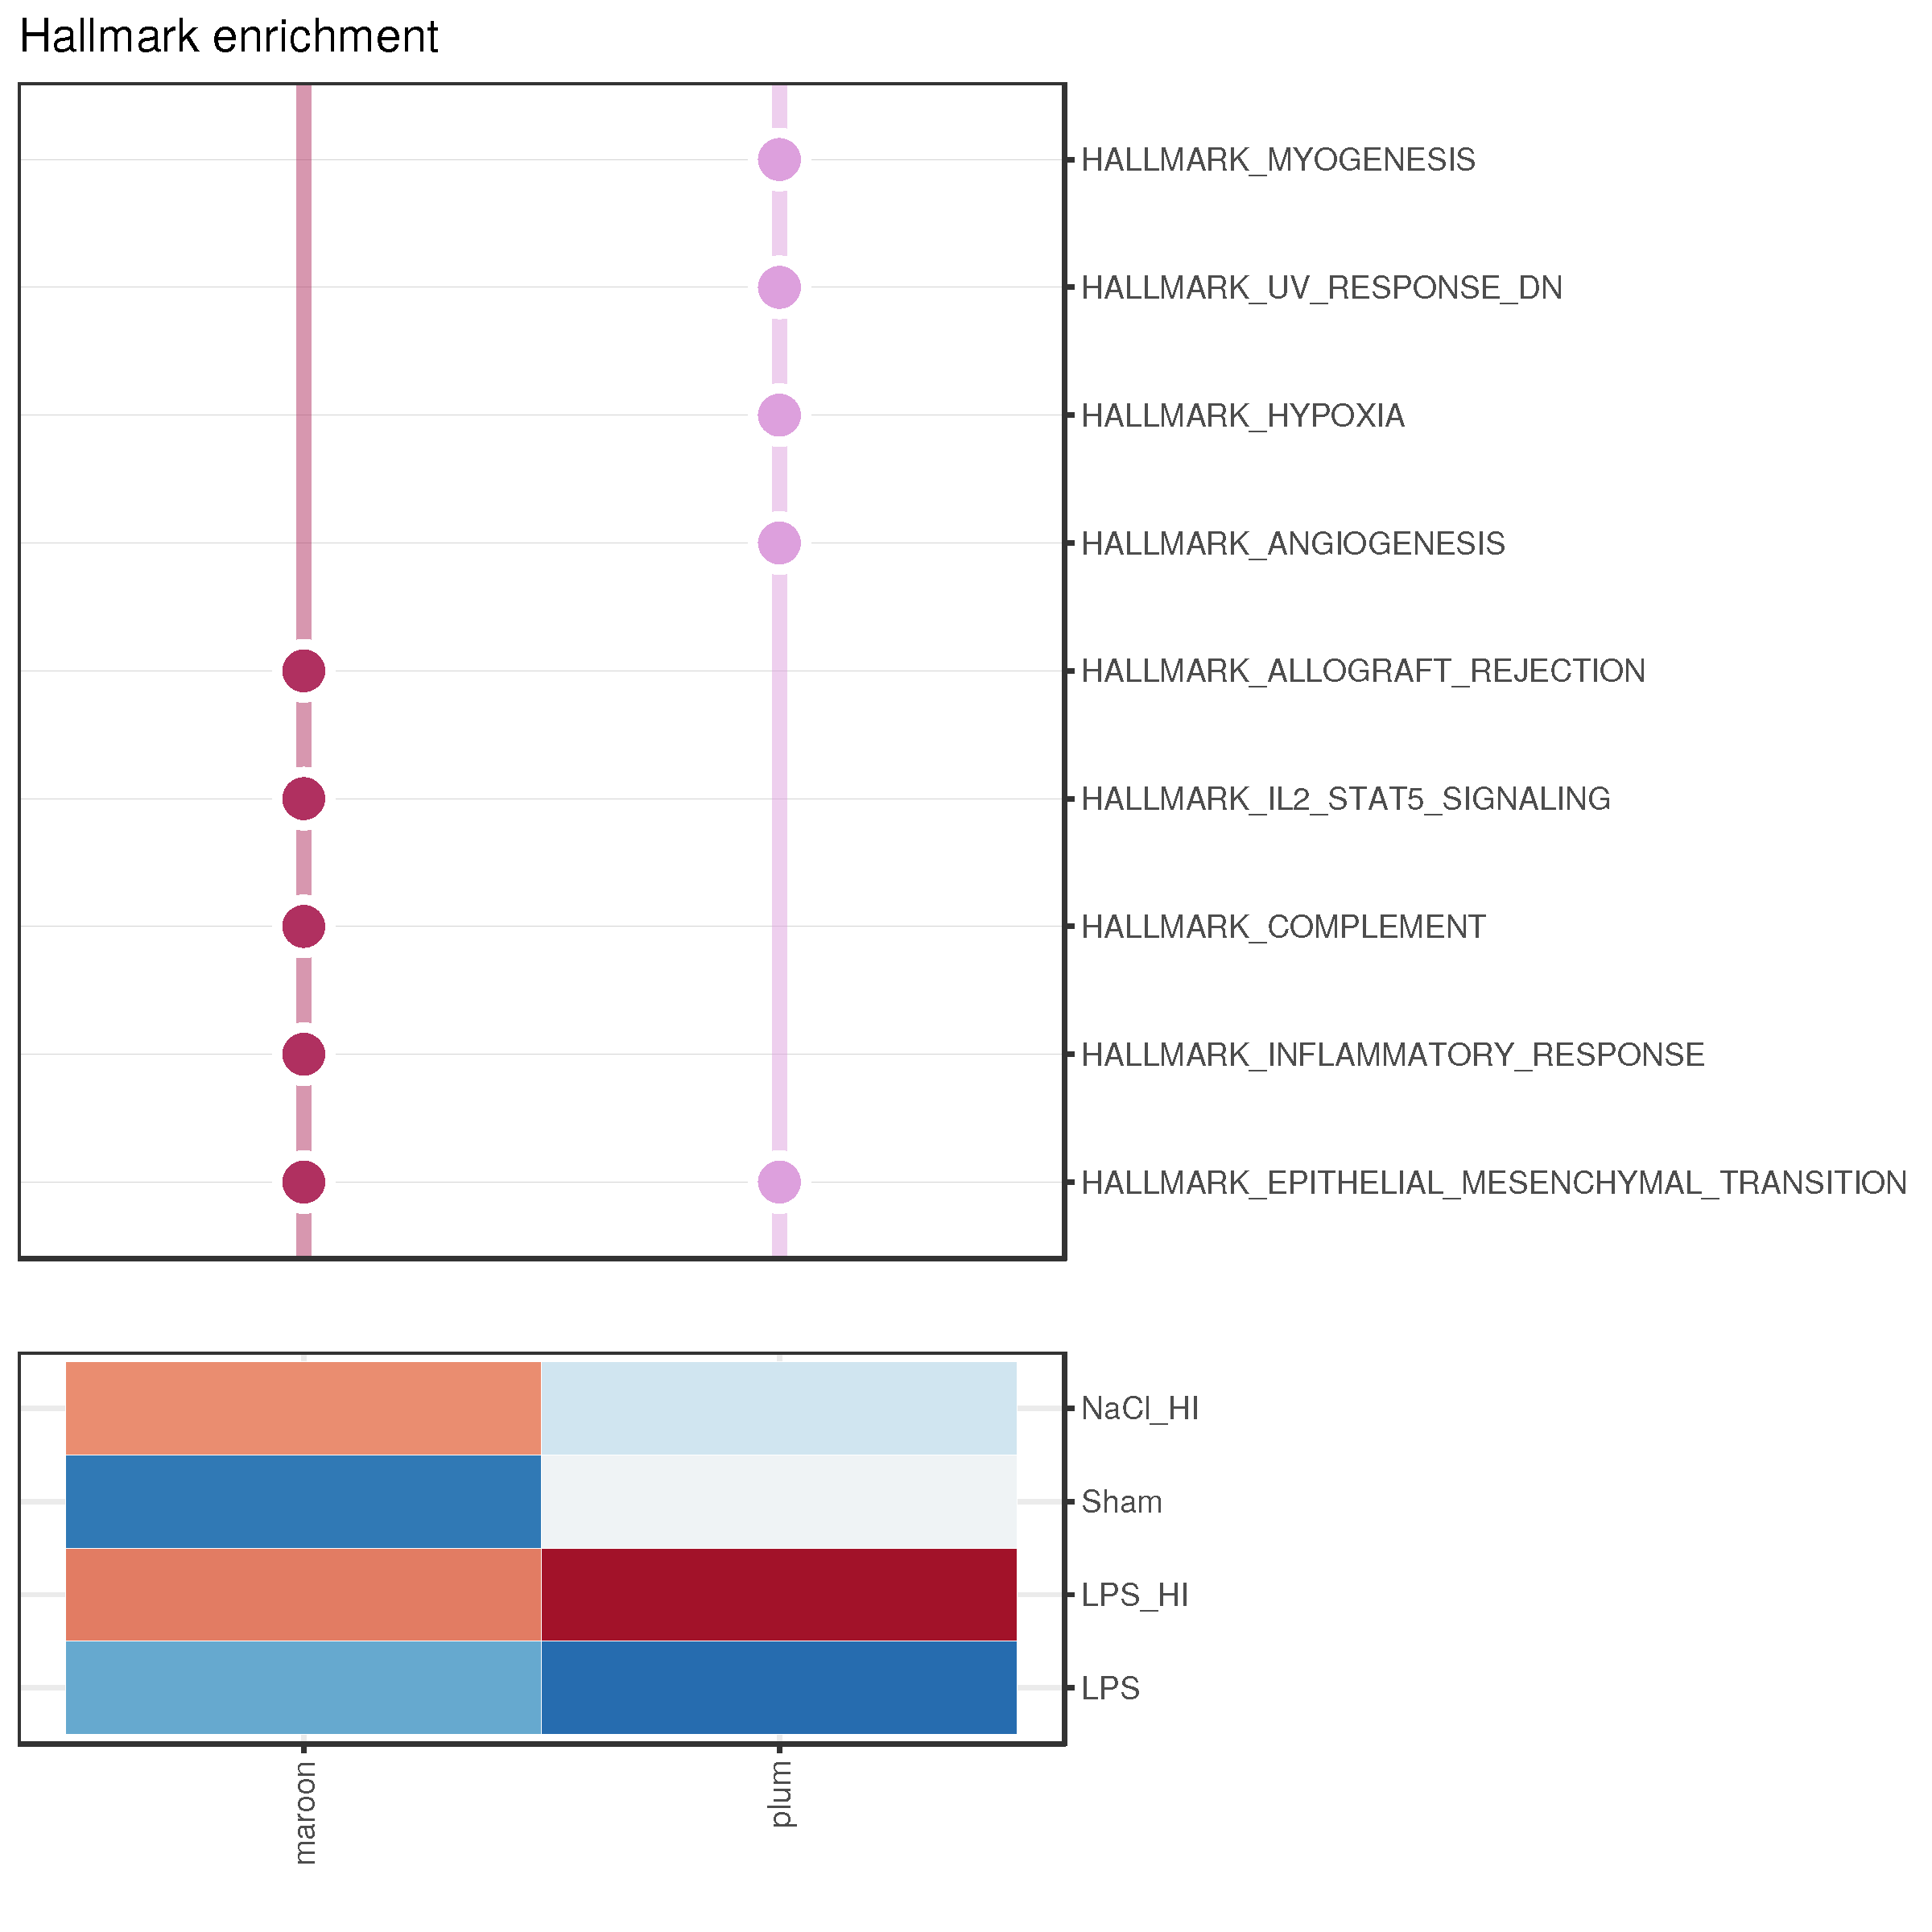

**Figure S3 Hallmark Enrichment Analysis of the two hCocena clusters based on gene-gene correlation matrix.**

How the deposited data were processed for this re-analysis (not part of the article)

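RNA-sequencing values of microglia isolated 24 h after HI or sham operation from rats at postnatal day 7 were taken from the authors' deposited table, with 6 Sham, 5 LPS, 6 NaCl/HI and 6 LPS/HI samples. The samples were assigned to groups by their titles, and group sizes equal those in the paper. The authors quantified reads with kallisto on mRatBN7.2, imported them with tximport into DESeq2, left out genes with few counts, summed protein-coding genes with the same symbol, applied the rlog transformation and removed 3 surrogate variables with limma and sva. The deposited values are log2 values, made by the authors with the rlog transformation and corrected by the authors for these variables before deposit, as their methods state; they range from -1.35 to 23.4 over 20301 genes. Counts and library sizes are not in the table, so the depth per sample, which limits the precision of weakly expressed genes, is unknown, and no test on counts was run. Genes are given by symbol, and 18625 of the symbols occur in the gene table at hand, which is of another genome build.

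Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, gseapy 1.3.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. The 6 pairs of groups and the interaction of LPS with HI were tested in 1 limma fit of all 23 samples with a variance trend, in which the residual degrees of freedom were lowered from 19 to 16 for the 3 variables removed. Benjamini-Hochberg adjustment ran over all genes of a comparison, and genes with a fold change above 2 and an adjusted p under 0.05 were called. No gene was filtered out. The 16 markers that the paper names were tested with the exact two-sided Wilcoxon rank-sum test over the 6 pairs of each gene. Components were computed on centred, unscaled values of all genes, and groups compared by PERMANOVA with 100000 permutations. Clustering used the 25% most variable genes, row z-scores, Euclidean distance and complete linkage. The network used the paper's settings with a fixed seed.

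Lists of genes for neutrophils and their granules, endothelium, mural cells and fibroblasts, homeostatic and disease-associated microglia, monocytes, border-associated macrophages, T cells, platelets, erythrocytes, astrocytes, oligodendrocyte lineage, neurons, pineal gland, choroid plexus and ependyma, interferon response, cell cycle, immediate early genes, neutrophil chemoattractants, inflammatory signalling, hypoxia and angiogenesis, extracellular matrix, sex-linked genes and the paper's markers were written by hand, 25 lists in all. Their mean per sample was compared with exact two-sided permutation tests. These lists, the tests and the alternatives below were chosen before the data were examined. The genes named are those the paper names or labels in Fig. 4A, Fig. 4B, Fig. 5D and Fig. 5E, whose values in the figures had been seen, and per comparison up to 3 of the largest rises and falls among called genes whose samples do not overlap.

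The fit was tested on simulated data of the same size, with noise drawn independently for each gene and 3 random directions removed. With 200 changed genes per run, between 99.7% and 99.85% were recovered, none with the wrong sign, and false genes made up between 4.13% and 6.29% of the calls by adjusted p. The list test, run on independent genes without any removal, found 100% of shifted lists and called 3.5% of unshifted ones. Neither simulation held unwanted variables shared by genes. They therefore do not measure the errors that removing such variables with the groups kept can add. Tables simulated that way without a group effect gave up to 2354 genes by adjusted p, for LPS/HI against Sham. Alternatives changed 1 choice at a time. For single genes they were the degrees of freedom, the variance trend, robust variances, only the 2 groups compared, blocks of replicate number or library series, leaving out the lowest 25% of genes, median centring, quantile normalization, array weights, covariates, other fold thresholds, the exact Wilcoxon test, and the span of the adjustment. For lists they were camera, fry, GSVA, z-scores, medians, quantile normalization, lists without the genes named in the paper, and a block of replicate number. Other gene selections, linkages, correlation thresholds, resolutions and seeds were tried for components, clusters and the network, and each library was left out in turn throughout. Results of some single genes are not reported here. The gene set enrichment of the paper was not repeated, because its gene set files were not available, and neither was its DESeq2 test, because the counts were not.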

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

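The interaction, the comparisons of gene lists and their alternatives were planned, whereas the tests of other splits of the samples, of simulated tables, of single samples and of cell types carried into the samples were chosen only after the results were seen.

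The effect of LPS differed with and without HI in 220 genes by adjusted p (limma interaction), 74 of them with a higher and 146 with a lower value. Past the fold threshold was Olfm4, with an interaction of 1.75. Among 100 splits of the samples, the real one included, 2 gave as many genes past both thresholds, and another split gave 7 genes and, by adjusted p alone, 389. The authors' removal of variables kept the real groups, which favours the real split. The other splits mixed the labels of all 23 samples, so real effects of LPS or HI could enter their interaction. Their counts are thus not those of tables without any effect, and chance cannot be excluded from these splits. Simulated tables without a group effect, from which 3 variables were removed in this way, gave at least 2 genes past both thresholds in 8 of 50 runs, with up to 8 genes, and at most 182 genes by adjusted p. The number past both thresholds rests on single libraries: it was 6 without NaCl/HI replicate 4 and 0 or 1 without any other library except Sham replicate 5, LPS replicates 3 and 5, NaCl/HI replicate 6 and LPS/HI replicates 3 and 6. With the library series as a block it was 1. The design gives HI as a biological explanation; that hemispheres of 2 pups respond to LPS otherwise than entire brains stays open beside it, since no HI sample is an entire brain.

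In 11 of 132 groups of samples tested, 1 sample lay farther from its group than Dixon's test allows, against 6.6 groups that chance gives. Of these, 10 are described here. The values below are the gap to the nearest sample as a share of the group's range. Sham replicate 5 was lowest for Il1r2 (0.699; 5.95 against 6.78 to 7.13) and for the disease-associated microglia list (0.799; 11.25 against 11.43 to 11.48). Without it, the comparison of LPS/HI with Sham gave 12 genes in place of 19. LPS replicate 4 was lowest for Il1r2 (0.777; 6.36 against 6.84 to 6.98) and for the border-associated macrophage list (0.846; 10.44 against 10.61 to 10.65), and without it LPS against Sham gave 6 genes in place of 14 and LPS/HI against LPS 2 in place of 7. NaCl/HI replicate 3 was highest for Il1r2 (0.642; 7.35 against 6.52 to 6.82). NaCl/HI replicate 2 was lowest (0.739; 12.47 against 12.62 to 12.67) and LPS/HI replicate 4 highest (0.753; 12.74 against 12.55 to 12.60) for the homeostatic microglia list. The call of Il1r2 in LPS/HI did not change without any of these samples. No technical or biological explanation was tested for them, and the design names none.

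NaCl/HI replicate 4 was lowest of its group for the disease-associated microglia list (gap 0.633 of the range), at 11.43, with the other NaCl/HI samples between 11.93 and 12.22 and Sham between 11.25 and 11.48. Its Spp1 value of 10.15 also lay in the Sham range of 9.17 to 10.33, below the other NaCl/HI samples at 11.50 to 13.65. A swap of labels with a Sham sample would leave a Sham sample out of place, and all 6 Sham samples lay nearest to the Sham mean, which argues against it. A wrong label of another kind and a hemisphere with little injury both predict a list mean in the Sham range, as found at 11.43, so these cannot be told apart. Without this sample NaCl/HI against Sham gave 14 genes in place of 1.

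Genes of the pineal list were lower in LPS/HI than in Sham, by -0.57 (exact permutation test, adjusted p = 0.0232), with 0 of 6 samples above the Sham mean. Sham replicate 6 was the highest of its group (gap 0.676 of the range; 4.34 against 3.67 to 3.89) and LPS/HI replicate 6 the lowest (gap 0.642; 2.93 against 3.27 to 3.46). Entire brains against hemispheres as the whole cause is argued against, since the list was also lower in LPS/HI than in NaCl/HI, both hemispheres, by -0.33 (exact permutation test, adjusted p = 0.0342; fry 0.105), with 0 of 6 samples above. Part of the difference from Sham is still confounded with the tissue taken (NaCl/HI against Sham -0.24, exact permutation test, adjusted p = 0.142). A varying amount of pineal tissue is a candidate explanation, since 17 of the 24 list genes, 21 of which were among the 12730 genes of the network, fell into a single module of 49 genes, where 0.0808 are expected (exact hypergeometric test, p = 2.29e-39). The most abundant list genes moved unequally, Tph1 from 7.57 in Sham to 5.55 in LPS/HI and Otx2 from 7.12 to 7.03, and 0 of 24 were above the median gene in Sham. An effect of the treatment on pineal gene expression was not tested and stays open.

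The monocyte list, which the paper does not report on, was higher in LPS/HI than in Sham by 0.42 (exact permutation test, adjusted p = 0.0342), in 6 of 6 samples. Border-associated macrophages carried into the isolated cells are argued against, since their list moved by -0.10, with Mrc1 at 13.85 in Sham and 13.54 in LPS/HI and Lyve1 at 12.94 and 12.34. Monocytes carried along may contribute: without the 3 genes the paper names, the list still rose by 0.34 (exact permutation test, unadjusted p = 0.00649), with 12 of 12 genes higher and in 6 of 6 samples. Its most abundant genes rose unequally from Sham to LPS/HI, Cd14 from 10.98 to 11.56, Plac8 from 10.40 to 10.85, Vcan from 10.96 to 11.20, Fn1 from 13.04 to 13.08 and Cybb from 11.27 to 11.31, and a high level in microglia hides a small share of monocytes. Of the 15 genes, 9 were above the median gene of the table in Sham and 3 are in another list, so a rise of the same genes in microglia stays open. Without the named genes the list did not differ from NaCl/HI, at 0.11 (exact permutation test, unadjusted p = 0.411). The tissue taken is confounded with the difference from Sham, and microglial activation by HI, LPS or both is the biological explanation the design gives. In LPS alone the list differed from Sham by 0.12 (exact permutation test, adjusted p = 0.417). There Plac8 was at 11.57, against 10.31 in NaCl/HI, and Cd14 at 11.45, while Fn1 was lower than in Sham, at 12.66.

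Further lists the paper does not report on were higher in LPS/HI than in Sham (exact permutation test, adjusted p = 0.0232 for each, in 6 of 6 samples): disease-associated microglia by 0.32, interferon response by 0.27, and mural cells and fibroblasts by 0.19. NaCl/HI showed differences of 0.52 (exact permutation test, adjusted p = 0.056), 0.25 (adjusted p = 0.0519) and 0.14 (adjusted p = 0.0731) in the same lists. LPS/HI differed from NaCl/HI by -0.20 (exact permutation test, adjusted p = 0.254), 0.02 (adjusted p = 0.884) and 0.05 (adjusted p = 0.434). Among the genes of the disease-associated list, 18 of 19 were above the median gene of the table in Sham. HI and the tissue taken are confounded in these comparisons with Sham, and no further explanation was tested. In LPS alone, from entire brains, the interferon list was at 8.13 ± 0.22 (SD, n = 5), against 7.91 ± 0.06 (SD, n = 6) in Sham, with overlapping samples. LPS may therefore contribute to that difference. The disease-associated list was at 11.48 in LPS and 11.42 in Sham, and the mural list at 8.97 and 9.01. The mural list was also higher in LPS/HI than in LPS, by 0.23 (exact permutation test, adjusted p = 0.0232).

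Cell cycle genes were higher in LPS than in Sham by 0.60 (exact permutation test, adjusted p = 0.0232, 5 of 5 samples) and in LPS/HI than in Sham by 0.36 (adjusted p = 0.0232, 6 of 6 samples). LPS was also above NaCl/HI by 0.45 (exact permutation test, adjusted p = 0.0232, 5 of 5 samples), and LPS/HI above NaCl/HI by 0.21 (adjusted p = 0.0232, 6 of 6 samples). Entire brains against hemispheres are argued against for LPS, since the difference of 0.60 is between groups of entire brains. Scaling between libraries is argued against as well, since after quantile normalization the difference was 0.57 (exact permutation test, p = 0.00216). Mki67 went from 13.70 in Sham to 14.31 in LPS and Top2a from 12.67 to 13.36, while Pcna stayed at 12.16 and 12.11. Depth could not be weighed, because counts are missing. LPS is the biological explanation the design gives, while the injection itself, which Sham pups are not listed as having received, and dividing cells other than microglia were not tested and stay open. The fall of the list from LPS to LPS/HI was -0.24 (exact permutation test, adjusted p = 0.0519).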

How the results depend on the processing

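All alternatives in this part were planned; the comparison of replicate numbers as a check on the block was chosen after the values were seen. Shares of results that kept their direction and side of the threshold were 135 of 294 for counts of differentially expressed genes, 700 of 810 for single markers, 78 of 90 for counts of markers, 420 of 495 for gene lists, 79 of 107 for components and clusters and 138 of 144 for the network. Of single markers 93 fell under the threshold, 15 passed it newly and 2 reversed, and of lists 51 and 24 with 0 reversed. Neither scaling moved the median of all genes by more than 0.032 in size. Unless a cause is named, the cause was not tested.

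The totals of differentially expressed genes were 14 for LPS against Sham, 1 for NaCl/HI against Sham, 19 for LPS/HI against Sham, 7 for LPS/HI against LPS, 3 for LPS/HI against NaCl/HI, 12 for LPS against NaCl/HI, 2 for the interaction and 2 for genes above every other group, and are given in this order of comparisons below. A lower fold threshold of 1.5 admits more genes by construction: 196 for LPS against Sham, 86 for LPS/HI against Sham, 28 against LPS, 12 against NaCl/HI, 123 for LPS against NaCl/HI and 39 for the interaction. With no fold threshold the counts were 3606, 2, 1781, 394, 41, 1824, 220 and 7. With quantile normalization, they were 9 for LPS against Sham, 2 for NaCl/HI against Sham, 3 for LPS/HI against LPS, 1 against NaCl/HI, 1 for the interaction and 0 above every group. With the residual degrees of freedom not lowered, NaCl/HI against Sham gave 7, LPS/HI against LPS 12, LPS/HI against NaCl/HI 9 and the interaction 4, as more degrees of freedom lower each p. In the same order, no variance trend gave 0, 2, 0 and 0, with 0 above every group, and robust variances 0, 2, 0 and 1, with 7 for LPS against NaCl/HI and 0 above every group. A fit of only the 2 groups compared, which has fewer samples, gave 0 for NaCl/HI against Sham, LPS/HI against LPS and LPS/HI against NaCl/HI, 5 for LPS against NaCl/HI and 0 above every group. The exact Wilcoxon test gave 0 for these 4 comparisons and 0 above every group, where the limma fit had 3005, 3137, 2161 and 4677 genes at an unadjusted p under 0.05 and the Wilcoxon test 2579, 2935, 2067 and 3707. In these comparisons even the smallest p the exact test can give did not pass the adjustment over all genes, so its 0 counts do not argue against differences. The library series as a block gave 5 for NaCl/HI against Sham, 1 for LPS/HI against NaCl/HI, 1 for the interaction and 1 above every group. Median centring gave 2 for NaCl/HI against Sham, 1 for LPS/HI against NaCl/HI and 1 above every group. Array weights, whose estimation stopped before it converged, gave 12, 14 and 19 for NaCl/HI against Sham, LPS/HI against NaCl/HI and the interaction. No count moved by more than 1.5 times when the lowest 25% of genes were left out.

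Covariates for the means of the neutrophil and endothelial lists gave 24, 10, 3, 0, 0, 7, 0 and 0 genes, and 0 markers past the threshold in LPS/HI against Sham, LPS and NaCl/HI. Under them the difference of Selp against LPS reversed to -0.0570 (limma adjusted p = 0.961) and that of Mmp9 against Sham to -0.0178 (limma adjusted p = 0.978). For the results of a marker, that marker was left out of the list means, while the counts of genes used the full lists. The full neutrophil list includes 13 genes the paper names, so this setting still removes signal that the markers share with each other. Of the 13 upregulated markers, the exact permutation test of means passed 8 against LPS, limma 4 against NaCl/HI and limma with the library series as a block 1 against NaCl/HI.

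For the lists, camera gave adjusted p values of 1.83e-06, 2.59e-12 and 4.02e-09 for neutrophil genes against Sham (0.39), LPS (0.48) and NaCl/HI (0.37), and 0.0243, 3.92e-06 and 0.00607 for granule genes (0.22, 0.41 and 0.20). Camera gave 0.134 and 0.0116 for chemoattractants against Sham (0.18) and LPS (0.18) and 7.64e-06 for the inflammatory list against NaCl/HI (0.13). Fry gave 0.0238, 0.00845 and 0.0322 for neutrophil genes (0.39, 0.48 and 0.37), 0.0171 for granule genes against LPS (0.41), 0.149 for chemoattractants against Sham (0.18) and 0.0309 for the inflammatory list against NaCl/HI (0.13). Camera takes the genes outside a list as part of its null, while fry and the exact permutation test do not. Camera and fry were run with 19 residual degrees of freedom in place of 16, which can lower the p values of fry. With quantile normalization the exact permutation test passed at an adjusted p of 0.0492 for neutrophil genes against Sham (0.40), chemoattractants against LPS (0.18) and the inflammatory list against NaCl/HI (0.12). In the other direction, z-scores gave 0.31 (exact permutation test, adjusted p = 0.179) and 0.59 (0.0965) for chemoattractants against Sham and NaCl/HI, and 0.69 (0.0513) for hypoxia genes against NaCl/HI. The median of the list gave 0.0757 (exact permutation test, adjusted p = 0.51) and 0.0168 (0.865) for chemoattractants, and 0.0647 (0.349), 0.20 (0.0541) and 0.13 (0.059) for hypoxia genes against Sham, LPS and NaCl/HI. GSVA scores gave 0.259 (exact permutation test, adjusted p = 0.159) and 0.4 (0.127) for chemoattractants and 0.466 (0.0847) for hypoxia genes against NaCl/HI. Lists without the genes the paper names gave 0.133 (exact permutation test, adjusted p = 0.0649) and 0.114 (0.0825) for chemoattractants and 0.0961 (0.0649) for hypoxia genes against NaCl/HI.

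Replicate numbers recur in every group, so they were tried as a block. Same-numbered samples of different groups had a mean correlation of their deviations of 0.00606 (33 pairs, from -0.475 to 0.470), against -0.000254 for other pairs, so the numbers do not pair the samples, and calls lost under the block do not count against an effect. The block gave 3 genes for LPS/HI against LPS and 0 for LPS/HI against NaCl/HI, the interaction and above every group, and 1 and 0 markers against LPS and NaCl/HI. Sign flips of paired differences gave an adjusted p of 0.195 for chemoattractants against Sham (0.18) and NaCl/HI (0.17) and for hypoxia genes against Sham (0.17), LPS (0.19) and NaCl/HI (0.14). An exact test of 6 pairs reaches at lowest p = 0.0312 and one of 5 pairs p = 0.0625, so 0.195 was the lowest adjusted p any list reached and these values say nothing on stability.

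The first 2 components held 23.9% and 17.0% with the 500 most variable genes and 21.6% and 11.6% with unit variance, and the second 16.7% with the 25% most variable genes. The Rand index was 0.434 with all genes, 0.602 with average linkage, 0.670 with Ward linkage and 0.419 without z-scores. The network had 3480 genes, 73172 edges and 3256 genes in modules with a smaller set of the most variable genes, fewer by construction. It had 416782 edges at a correlation of 0.80, 141067 at 0.86 and 123952 on residuals after the group means were subtracted. The depth of the libraries limits what can be said of weakly expressed genes, and it is not known here.

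With 1 library left out, the counts ranged from 6 (LPS replicate 4) to 22 (Sham replicate 3) for LPS against Sham, from 0 to 14 (NaCl/HI replicate 4) for NaCl/HI against Sham, from 11 (Sham replicate 6, LPS/HI replicate 4) to 19 for LPS/HI against Sham, from 1 (LPS/HI replicate 4) to 11 (LPS/HI replicate 6) for LPS/HI against LPS, from 0 to 3 for LPS/HI against NaCl/HI, from 6 (LPS replicate 5, NaCl/HI replicate 3) to 14 for LPS against NaCl/HI, from 0 to 6 (NaCl/HI replicate 4) for the interaction and from 0 to 2 above every group. They moved by more than 1.5 times for 2, 20, 3, 8, 18, 3, 17 and 21 of the 23 libraries. Libraries that did not move the counts of more than 15 libraries were LPS replicate 3 and LPS/HI replicates 4 and 5 for NaCl/HI against Sham; Sham replicate 5, LPS replicates 4 and 5 and LPS/HI replicates 1 and 6 for LPS/HI against NaCl/HI; Sham replicate 5, LPS replicates 3 and 5, NaCl/HI replicate 6 and LPS/HI replicates 3 and 6 for the interaction; and Sham replicate 5 and LPS/HI replicate 6 for genes above every group. The others that moved a count were Sham replicate 5 (12 for LPS/HI against Sham), LPS replicates 2, 4 and 5 and LPS/HI replicates 1 and 2 (2 for LPS/HI against LPS), LPS/HI replicate 5 (4 there) and NaCl/HI replicate 2 (7 for LPS against NaCl/HI). Markers past the threshold against LPS ranged from 3 (LPS replicates 2 and 4) to 10 (LPS/HI replicate 6), with 9 without LPS/HI replicate 5. The difference of the neutrophil list ranged from 0.31 to 0.46 against Sham, where it passed without LPS/HI replicate 5, and from 0.39 to 0.54 against LPS, where it passed without LPS replicate 1 or LPS/HI replicate 5. It ranged from 0.35 to 0.49 for granule genes against LPS, passing without LPS replicate 1, and from 0.10 to 0.15 for the inflammatory list against NaCl/HI, passing without Sham replicate 4 or 5, LPS replicate 1 or NaCl/HI replicate 4. For chemoattractants it was 0.15 to 0.20 against Sham and 0.14 to 0.19 against NaCl/HI, and for hypoxia genes 0.16 to 0.20 against LPS and 0.12 to 0.15 against NaCl/HI, each losing its call without 9, 5, 9 and 7 libraries, in which the group sizes and so the reachable p change. In the exact tests, a library of neither group compared can change a result only through the adjustment. The first component held 21.6% to 24.2% and the second 12.9% to 15.3%, and the Rand index was 0.397 (LPS replicate 4) to 0.618 (NaCl/HI replicate 6).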

Differences from the paper's values

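In Fig. 2A, read by eye, the paper has about 210 genes higher and about 130 lower in LPS than in Sham, where the values above are 13 and 1. A count is taken as within the paper's number when the larger of them is at most 1.5 times the smaller. Of the alternatives set before the data were examined, the 1.5-fold threshold comes within the paper's number of higher genes, with 156, and the others do not; for the lower genes none does. For NaCl/HI against Sham the paper has about 190 genes higher and about 3 lower in Fig. 2A, read by eye, against 1 and 0 here, and no alternative comes within either number. For LPS/HI against LPS it has about 230 higher and about 6 lower in Fig. 2A, read by eye, against 7 and 0 here. With no fold threshold 248 are higher, within the paper's number, and the other alternatives are not; none comes within the number lower. For LPS/HI against NaCl/HI it has about 52 higher and about 7 lower in Fig. 2A, read by eye, against 3 and 0 here. No alternative comes within the number higher, where the largest was 31 with no fold threshold, while array weights, with 7 lower, and no fold threshold, with 10 lower, come within the number lower and the others do not. The paper's counts come from DESeq2 on counts, and those here from limma on the deposited log2 values. Whatever their p, 18 genes differed by more than 2-fold in these values for LPS against Sham and 24 for NaCl/HI against Sham. For LPS/HI there were 13 against LPS and 13 against NaCl/HI. At the 2-fold threshold the paper's numbers of higher genes were therefore out of reach here, whichever test was used. At an unadjusted p under 0.05, limma has 3005 genes for NaCl/HI against Sham, 3137 for LPS/HI against LPS and 2161 for LPS/HI against NaCl/HI, and the exact Wilcoxon test calls 0 genes by adjusted p in each of these. There even the smallest p this exact test can give did not pass the adjustment, so its 0 calls do not argue against the paper's counts.

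In Fig. 2C, read by eye, the paper's log2 fold change of Olfm4 in LPS/HI against NaCl/HI is about 3.0, against 1.63 here, that of Spp1 in NaCl/HI against Sham about 6.1, against 2.27 here, and that of Tph1 in LPS/HI against NaCl/HI about -2.9, against -1.46 here. No alternative was set for these 3 values. The paper's 18 network modules compare with 15 here, and 18 were also found with all genes and with the smaller set of the most variable genes.

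The paper states that Olfm4 was significantly higher in LPS/HI than in every other group; against LPS, the exact Wilcoxon test gave an adjusted p of 0.0606 for a log2 difference of 1.24. It passed with limma (adjusted p = 0.0385), the exact permutation test of means (0.039) and the library series as a block in limma (0.0461). By the exact Wilcoxon test it passed without LPS replicate 5 (adjusted p = 0.0381) or LPS/HI replicate 6 (0.0317). It also passed without NaCl/HI replicate 6 (exact Wilcoxon test, adjusted p = 0.0455), where only the adjustment over pairs changed. Pawr is stated to be significantly higher in LPS/HI in all comparisons; against Sham its difference of 0.33 had an adjusted p of 0.0519 by the exact Wilcoxon test, and it passed only without LPS/HI replicate 1 (0.013). Selp, stated alike, passed in all 3 comparisons here. Mmp8 and Lcn2 are listed with the most upregulated genes; Mmp8 differed by 1.25 from NaCl/HI (limma adjusted p = 0.104), and Lcn2 passed there (limma adjusted p = 0.046) but differed by 0.39 from LPS (limma adjusted p = 0.444). Mmp8 passed the exact permutation test of means against Sham, LPS and NaCl/HI (adjusted p = 0.0476 each) and limma against Sham (0.0476). Mmp9 is stated to be upregulated in both HI groups; in NaCl/HI against Sham it differed by 0.37 (exact Wilcoxon test, adjusted p = 0.288), and in LPS/HI against Sham by 0.75 (adjusted p = 0.026).

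Siglec5 and Adora3 are stated to be lower in LPS/HI, without the group compared, and a later statement relates the fall of such genes to pathways that differ from LPS and NaCl/HI. Siglec5 was higher in LPS/HI than in LPS by 0.46 (exact Wilcoxon test, adjusted p = 0.0173), and its falls of -0.30 against Sham (adjusted p = 0.0617) and -0.19 against NaCl/HI (adjusted p = 0.216) did not pass this exact test. The former passed with the neutrophil and endothelial covariates (limma adjusted p = 0.0193) and without Sham replicate 1 or LPS/HI replicate 3 (0.026). Adora3 was lower by -0.25 against Sham (exact Wilcoxon test, adjusted p = 0.156), -0.22 against LPS (0.156) and -0.17 against NaCl/HI (0.186). Against Sham it passed with limma (adjusted p = 0.0392), with the library series (0.0453) or the replicate number (0.0497) as a block, and without LPS/HI replicate 1 (0.026). Il1r1 is stated not to differ between groups; by the exact Wilcoxon test it was lower in LPS than in Sham by -0.28 and than in NaCl/HI by -0.22, and higher in LPS/HI than in LPS by 0.36 (adjusted p = 0.0346 each), while LPS/HI against Sham and against NaCl/HI did not pass.

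The legend of Fig. 3A states that the inflammatory response rose in LPS and NaCl/HI as well; the list used here, which is not the paper's set, moved by -0.01 and -0.03 against Sham. The paper states a clear rise of neutrophil degranulation and migration sets in LPS/HI; the granule list rose by 0.22, 0.41 and 0.20 against Sham, LPS and NaCl/HI with adjusted p values of 0.128, 0.0666 and 0.257 by the exact permutation test, while camera gave 0.0243, 3.92e-06 and 0.00607 and fry 0.0171 against LPS. The neutrophil list rose by 0.39, 0.48 and 0.37 with adjusted p values of 0.0614, 0.059 and 0.0866 by the exact permutation test, and passed with camera (1.83e-06, 2.59e-12 and 4.02e-09) and with fry (0.0238, 0.00845 and 0.0322). Leukocyte recruitment genes and hub genes are placed by the paper in separate maroon and plum modules; here all of them are in module 1, although Slpi and Mcam parted in 9 of 13 other settings. The mean of the 13 markers passed against Sham, LPS and NaCl/HI here (0.91, 0.89 and 0.84; exact permutation test, adjusted p = 0.0232, 0.0464 and 0.0464), as the paper states for its recruitment markers. Because the paper chose these 13 markers on the same samples, this result is not independent evidence. Module 1 as a whole, with 1270 genes, passed against LPS (exact permutation test, adjusted p = 0.0139) and not against Sham (0.0605) or NaCl/HI (0.237).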

Other observations

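The lists of cell types, the lists without the genes the paper names as an alternative, and the covariates were planned, whereas the tests of other splits, of cells carried into the samples, of hub genes against endothelial genes, of the removed variables and of simulated tables were chosen only after the results were seen.

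Of 100 splits of the samples of each comparison, the real one included, only the real one gave as many genes past the thresholds for LPS against Sham, NaCl/HI against Sham, LPS/HI against Sham, LPS/HI against LPS, LPS/HI against NaCl/HI, LPS against NaCl/HI and for genes above every other group, that is 1 of 100 in each. The largest number in another split was 4, for LPS against Sham and for LPS against NaCl/HI, and 0 for the others. The authors removed 3 variables with the real groups kept, which favours the real split. Of 50 simulated tables without a group effect and with variables removed in this way, 10 reached the 1 gene of NaCl/HI against Sham, with up to 11, and 1 reached the 3 of LPS/HI against NaCl/HI, with up to 10; for these comparisons chance cannot be excluded, the latter because of its count by adjusted p alone given further down. For LPS against Sham 1 of 50 reached the 14 found, with up to 15, and for LPS/HI against Sham 1 of 50 reached the 19 found, with up to 24. In 0 of 50 were the 7 of LPS/HI against LPS, the 12 of LPS against NaCl/HI or the 2 above every other group reached, where the largest were 5, 6 and 0. For these 5 counts the splits alone cannot exclude chance, because the removal favours the real split. At most 1 of 50 simulated tables reached any of them, which argues against chance only as far as the simulated size of the variables holds.

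Markers of neutrophil type were higher in LPS/HI, which neutrophils carried into the isolated cells may explain in part. Without the 13 genes the paper names, 26 neutrophil genes were higher than in NaCl/HI by 0.22 (exact permutation test, p = 0.0195, 6 of 6 samples, 20 of 26 genes), than in LPS by 0.29 (p = 0.0195, 6 of 6 samples) and than in Sham by 0.19 (p = 0.0368, 5 of 6 samples). These p values are unadjusted; over all lists and pairs the exact permutation test gave adjusted p values of 0.0825, 0.0825 and 0.108, so none passed. A rise of the same genes within microglia was not excluded and is the biological explanation the design gives. Of the 39 genes of the whole list, 10 were above the median gene of the table in Sham and 14 are in another list. Its most abundant genes moved unequally between Sham and LPS/HI. Itgam went from 13.60 to 13.59, Csf3r from 11.66 to 11.81 and Alox5ap from 10.29 to 10.28, while Lyz2 rose from 13.45 to 13.82 and S100a9 from 9.68 to 10.86. A high level in microglia hides a small share of neutrophils in the genes that moved little. Ngp, a neutrophil granule gene, went the other way, at 7.08 in Sham and 6.50 in LPS/HI (log2 difference -0.58, limma adjusted p = 0.0939).

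Selp is expressed on platelets and endothelial cells, and both were tested as its source. More platelets in the LPS/HI samples are argued against, since a list of 10 platelet genes moved by -0.0527 from NaCl/HI to LPS/HI (exact permutation test, adjusted p = 0.46) and Pf4, the most abundant, stayed at 9.97 and 9.98; 3 of the 10 genes were above the median gene of the table in Sham. More endothelial cells are argued against as well, since a list of 30 endothelial genes rose by 0.13 (exact permutation test, adjusted p = 0.0614, 6 of 6 samples) where Selp rose by 1.33, and Vwf went from 13.01 to 13.13. All 30 endothelial genes were above the median gene of the table in Sham, so endothelial RNA or its genes are present in every group. That endothelial cells in the samples, in unchanged number, raised Selp was not tested and stays open beside a rise in microglia.

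The hub genes Mcam, Rhoj and Rasip1 varied together, and within groups they also varied with the endothelial list. On deviations from the group means of 23 samples, Pearson's r with the mean of 30 endothelial genes was 0.810 for Mcam, 0.822 for Rhoj and 0.912 for Rasip1 (permutation test, p = 1e-05 each, the smallest that 100000 permutations can give, and 1e-05 after adjustment over the 3 relations). Spearman's rho was 0.736 (permutation test, p = 0.00012, adjusted 0.00012), 0.774 (p = 6e-05, adjusted 9e-05) and 0.849 (p = 1e-05, adjusted 3e-05). Without the 2 samples farthest from the median of the list, r was 0.728, 0.729 and 0.872. The median r of all genes with the list was 0.0254 and the 95th percentile 0.576. This is consistent with endothelial transcripts in the samples as their source, with 0.810 the lowest r of the 3, and does not show in which cells the genes are expressed.

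LPS/HI replicate 2 lay closest to its group mean of all samples, at a distance of 8.37 over all genes, and the SD of its residuals was 0.0489, where the next lowest, LPS replicate 3, had 0.0910. The removed surrogate variables may explain this: 92.2% of the deviation that this sample could have from its group mean lies in the removed directions, against 30.8% for the next, LPS replicate 5. Its closeness to the LPS/HI mean is then not a measure of how alike the pups were.

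The removal of 3 variables with the groups kept might also raise the number of genes called in LPS/HI against NaCl/HI. In 50 simulated tables without a group effect, 3 gave at least the 41 genes found by adjusted p, with up to 1199, and the median was 0. The simulated size of the removed variables is an assumption, so this effect and a true difference cannot be told apart for this count. For LPS against Sham the largest of the 50 was 1346 and the number found 3606, for LPS/HI against Sham 2354 (1 of 50 as large as 1781), for LPS/HI against LPS 378 against 394 found, for LPS against NaCl/HI 745 against 1824, and for NaCl/HI against Sham 14 of 50 gave at least the 2 found. Tables of independent noise gave at most 3 genes.

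Further gene lists gave these differences between LPS/HI and Sham, with adjusted p from the exact permutation test: astrocytes 0.19 (0.0831), neurons -0.15 (0.059), T cells -0.02 (0.455), erythrocytes -0.08 (0.752), oligodendrocyte lineage -0.04 (0.862), choroid plexus and ependyma 0.04 (0.649), platelets -0.11 (0.1), endothelium 0.07 (0.35), homeostatic microglia -0.04 (0.542) and immediate early genes -0.12 (0.265). LPS was lower than Sham in homeostatic microglia genes by -0.15 (exact permutation test, adjusted p = 0.0792) and in neuronal genes by -0.21 (adjusted p = 0.059), with 0 of 5 samples above the Sham mean in both. A list of 5 sex-linked genes differed by 0.70 between LPS/HI and Sham (exact permutation test, adjusted p = 0.273) and by -0.04 between LPS/HI and NaCl/HI (adjusted p = 0.95), with an SD of 0.675 to 1.13 within groups; the sex of the pups is not given, and no comparison by sex was made. Of 150 combinations of list and pair, 21 passed.

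Of the genes the paper names from earlier work, Cxcl1 in LPS/HI was above NaCl/HI by 0.43 (limma adjusted p = 0.232) and Cxcr2 above LPS by 0.67 (limma adjusted p = 0.0533), while Nlrp3 in LPS/HI differed by 0.11 in size at most (limma adjusted p = 0.619 against NaCl/HI). Among the genes shown only in Fig. 4B, Acod1 passed in LPS/HI against LPS (1.41, limma adjusted p = 0.0431), and against Sham Acod1 differed by 0.94 (limma adjusted p = 0.081) and Nos2 by 0.91 (limma adjusted p = 0.0592), the largest of these genes. Arg1 and Acod1 were both lower in LPS than in NaCl/HI by -1.30 (limma adjusted p = 0.0451 and 0.025). On the linear scale, the 10 genes with the highest mean value made up a median of 35.2% of a library's summed values in Sham, 22.7% in LPS, 10.9% in NaCl/HI and 18.0% in LPS/HI.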
